# Glycerol 3-phosphate phosphatase/PGPH-2 counters metabolic stress and promotes healthy aging via a glycogen sensing-AMPK-HLH-30-autophagy axis in *C. elegans*

**DOI:** 10.1038/s41467-023-40857-y

**Published:** 2023-08-25

**Authors:** Elite Possik, Laura-Lee Klein, Perla Sanjab, Ruyuan Zhu, Laurence Côté, Ying Bai, Dongwei Zhang, Howard Sun, Anfal Al-Mass, Abel Oppong, Rasheed Ahmad, Alex Parker, S.R. Murthy Madiraju, Fahd Al-Mulla, Marc Prentki

**Keywords:** Enzyme mechanisms, Metabolic disorders, Autophagy

## Abstract

Metabolic stress caused by excess nutrients accelerates aging. We recently demonstrated that the newly discovered enzyme glycerol-3-phosphate phosphatase (G3PP; gene *Pgp*), which operates an evolutionarily conserved glycerol shunt that hydrolyzes glucose-derived glycerol-3-phosphate to glycerol, counters metabolic stress and promotes healthy aging in *C. elegans*. However, the mechanism whereby G3PP activation extends healthspan and lifespan, particularly under glucotoxicity, remained unknown. Here, we show that the overexpression of the *C. elegans* G3PP homolog, PGPH-2, decreases fat levels and mimics, in part, the beneficial effects of calorie restriction, particularly in glucotoxicity conditions, without reducing food intake. PGPH-2 overexpression depletes glycogen stores activating AMP-activate protein kinase, which leads to the HLH-30 nuclear translocation and activation of autophagy, promoting healthy aging. Transcriptomics reveal an HLH-30-dependent longevity and catabolic gene expression signature with PGPH-2 overexpression. Thus, G3PP overexpression activates three key longevity factors, AMPK, the TFEB homolog HLH-30, and autophagy, and may be an attractive target for age-related metabolic disorders linked to excess nutrients.

## Abstract (web summary)

Activation of the glycerol shunt mimics calorie restriction, protects from glucotoxicity, and promotes healthy aging. Here, Possik et al. uncover the underlying mechanism and identify the AMPK-TFEB autophagy pathway as critical to the healthy aging phenotype.

## Introduction

Glucotoxicity caused by excess glucose levels contributes to the development of aging-related pathologies such as obesity, diabetes and cardiovascular disease^1^. High glucose levels shorten the lifespan in multiple organisms, including *Caenorhabditis elegans (C. elegans)*^2–4^. At the molecular level, excessive amounts of glucose heighten the levels of glycerol-3-phosphate (Gro3P), a key metabolite at the intersection of carbohydrate and lipid metabolism. Gro3P regulates the flux of various metabolic pathways, particularly, the glycerolipid/free fatty acid cycle associated with metabolic and aging disorders^1,5^. Gro3P constitutes the backbone to form triglycerides with three free fatty acyl-CoA^1,5^. The accumulation of Gro3P, following excess nutrients, leads to ectopic fat accumulation. It can also cause metabolic stress, increase the production of reactive oxygen species (ROS) to damage macromolecules, and cause low-grade chronic inflammation, cellular dysfunction and possibly organismal aging^1,5^.

We have recently identified a key evolutionarily conserved enzyme at the heart of metabolism, glycerol-3-phosphate phosphatase (G3PP, gene name *Pgp*), that operates a glycerol shunt by hydrolyzing glucose-derived Gro3P to glycerol^6–9^. In biochemistry textbooks, lipolysis is claimed to be the only source of glycerol. The newly discovered ‘glycerol shunt’, an alternative pathway to produce glycerol, revamps our understanding of the metabolic basis of gluco-detoxification, and its role in metabolic health, disease, and aging. In pancreatic ß-cells and hepatocytes, we have shown that G3PP regulates glycolysis, glucose and fatty acid oxidation, gluconeogenesis, glycerolipid synthesis, the cellular redox state, and energy production^1,5,6^. In mice, using G3PP pancreatic ß-cell and hepatocyte tissue-specific KO models, we demonstrated that G3PP acts as a “glucose excess detoxification valve” and protects from metabolic stress induced by high nutrients^8,9^. In *C. elegans*, we recently identified three homologs of G3PP (PGPH-1,2,3) and have found that their protein products act as G3PP enzymes and are required for glycerol synthesis and protection from various stresses^7^. Importantly, we have shown that the activation of PGPH-2, the major G3PP worm homolog, mimics some of the beneficial effects of calorie restriction (CR), particularly under glucotoxic conditions, without its associated caveats, such as reduced fertility and food intake. In addition, it extends a healthy lifespan, particularly under glucotoxicity^7^. However, the mechanism whereby the activation of the glycerol shunt via overexpression of PGPH-2/G3PP promotes healthy aging and protects from glucotoxicity in *C. elegans* remains to be determined.

Calorie restriction, the reduction of energy intake below requirements without malnutrition, is the most robust evolutionarily conserved intervention that counters metabolic stress and promotes healthy aging^10–13^. In rodents and non-human primates, CR extends medium and maximum lifespan by up to 50%^10,14–19^. While currently there is no clear evidence of increased longevity by CR in humans, recent clinical trials revealed a rewiring of immunometabolic functions for a longer healthy life^20–22^. Interestingly, a recent exome-wide association study in centenarians has identified PGP/G3PP as a new candidate longevity gene^23^.

In the present study, using *C. elegans*, we identify the mechanism whereby the overexpression of PGPH-2 extends a healthy lifespan, particularly under conditions of glucotoxicity. We demonstrate that the activation of the glycerol shunt, via PGPH-2 overexpression, decreases glycogen stores to activate AMP-activated protein kinase (AMPK), which leads to the nuclear translocation of HLH-30 (a *C. elegans* homolog of TFEB) and the induction of autophagy, to promote healthy aging and longevity, particularly under glucotoxic conditions.

## Results

### Stable overexpression of *pgph-2* decreases fat accumulation, extends healthspan and protects from glucotoxicity

In our previous work, we generated transgenic lines overexpressing *pgph-2* and empty vector (EV) via DNA injection with co-injection marker plasmids expressing mCherry in the pharynx to form multi-copy extrachromosomal arrays, which get transmitted to the next generation via partial and variable transmission rates and mosaic expression in different cell types^7,24^. In the current work, we integrated these transgenes into the worm genome to form stable lines overexpressing *pgph-2* or EV used as control and outcrossed them more than seven times to the wild-type (WT) strain and observed that *pgph-2* gene mRNA levels are induced by about six folds (Supplementary Fig. 1a). Similarly to what we have previously observed using extrachromosomal transgene^7^, the stable overexpression of *pgph-2* strongly decreased fat accumulation both at normal and excess glucose conditions, without decreasing food intake as measured by the pharyngeal pumping of the animals (Fig. 1a–c). In fact, pharyngeal pumping was increased in *pgph-2 o/e* animals with age under normal and excess glucose conditions, implying a healthier aging worm (Fig. 1b, c). In *C. elegans*, vitellogenins are large lipo-glyco-phosphoproteins that belong to the yolk family and are primary synthesized in the intestine and transported to oocytes to sustain embryogenesis^25^. During aging, post-reproductive ectopic yolk accumulation largely participates in the loss of worm tissue integrity and function. Longevity interventions such as low insulin signaling, calorie restriction or TOR inhibition were demonstrated to reduce vitellogenin synthesis and accumulation with age^25^. Using the vitellogenin reporter *vit-2*::GFP, we observed that yolk particles are strongly decreased in *pgph-2 o/e* animals (Supplementary Fig. 1b). Glucose feeding strongly increased the accumulation of vitellogenin in ectopic tissues (Supplementary Fig. 1b). However, despite excess glucose feeding, *pgph-2 o/e* animals maintained levels of fat and yolk particles similar to WT animals grown on normal growth conditions, demonstrating that the activation of PGPH-2 protects from nutrient-induced lipid and yolk accumulation (Fig. 1a and Supplementary Fig. 1b).

**Fig. 1:**
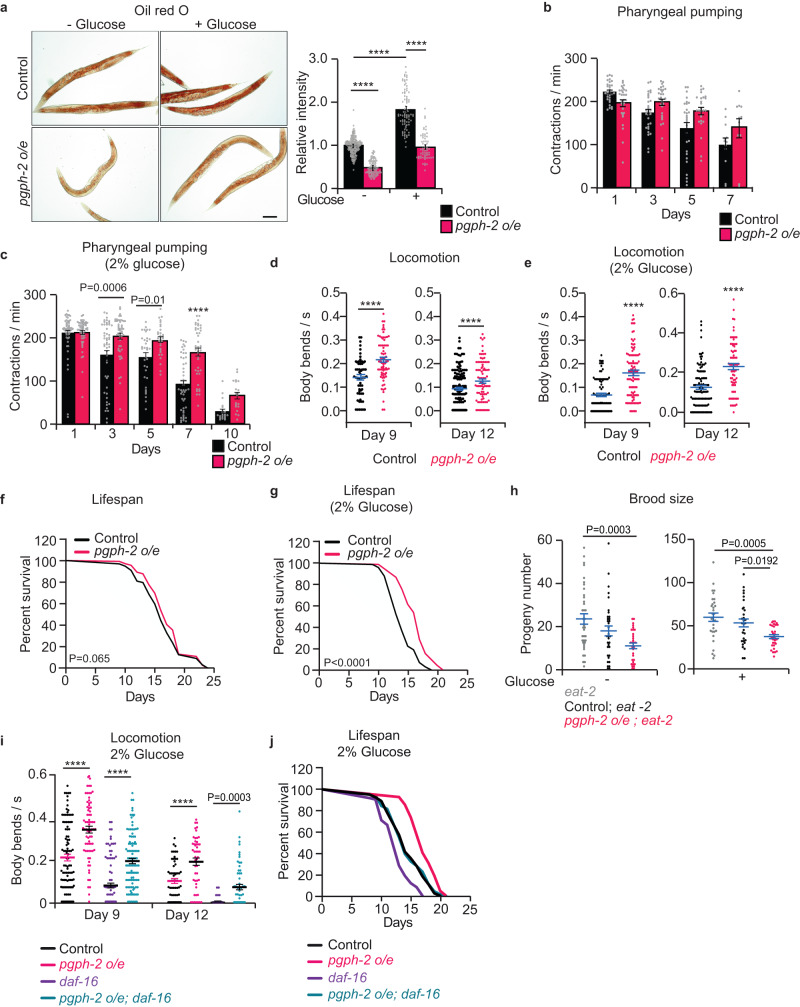
Stable overexpression of *pgph-2* decreases fat accumulation, extends healthspan and protects from glucotoxicity. For all figure panels, **** represents *P* < *0.0001*. **a** Oil red O staining and quantification in Control and *pgph-2* o/e 1-day adult animals treated with or without 2% glucose. Data represent mean ± SEM, *n* = 3 independent experiments. Scale bar = 50 µm. *P*-values are obtained using one-way ANOVA with the Bonferroni test. **b**, **c** Bar plots showing pharyngeal pumping rates of control and *pgph-2* overexpressing nematodes at indicated days of age at normal growth conditions (**b**) and 2% glucose conditions (**c**). Data represent mean ± SEM, *n* = 3 independent experiments. *P*-values are obtained by two-way ANOVA with Bonferroni correction. **d**, **e** Body bends per second of *pgph-2* o/e animals in comparison to controls in normal growth (**d**) and 2% glucose conditions (**e**). Data is shown using dot plots with denoted mean ± SEM, *n* = 3 independent experiments. The number of tracks is shown in datasource. *P*-values are obtained by two-tailed unpaired Student’s *t*-test. **f**, **g** Lifespan of *pgph-2* overexpressing animals in comparison to control nematodes in normal growth conditions (**f**) and on plates supplemented with 2% glucose (**g**). The number of separate lifespan experiments, animals and detailed statistics are shown in Supplementary Data 1. *P*-value is obtained using the two-sided Mantel–Cox test. **h** Brood size as measured by the number of progeny per animal in *eat-2 (ad465);* control; *eat-2 (ad465)*, and *pgph-2 o/e*; *eat-2 (ad465)* grown on normal growth medium or plates supplemented with 2% glucose. Data are shown as dot plots representing mean ± SEM from three independent experiments. *P*-values are obtained by one-way ANOVA with the Bonferroni test. **i** Locomotion analysis on days 9 and 12 of age, measured by body bends per second in indicated strains grown on plates supplemented with 2% glucose. Data represent mean ± SEM, *n* = 3 independent experiments. *P*-values are obtained by one-way ANOVA with the Bonferroni test. **j** Lifespan of control, *pgph-2 o/e*, *pgph-2 o/e; daf-16 (mu86)*, and *daf-16 (mu86)* overexpressing animals on plates supplemented with 2% glucose. The number of experiments, animals and detailed statistics are shown in Supplementary Data 1. *P*-values are obtained using the two-sided Mantel–Cox test.

The accumulation of fat in ectopic tissues has detrimental consequences on the aging of tissues^26^. In line with a decreased ectopic fat accumulation and similarly to what we have previously shown^7^, the overexpression of *pgph-2* in animals grown under normal conditions improved the locomotion behavior with age, with a non-significant effect on lifespan (Fig. 1d, e). However, overexpression of *pgph-2* significantly improved healthspan (locomotion) and medium and maximal lifespan under glucotoxic conditions (Fig. 1f, g and Supplementary Data 1). Overall, the results demonstrate that *pgph-2 o/e* mimics some of the key beneficial effects of CR during aging and particularly under glucotoxic conditions (improved locomotion, decreased fat and vitellogenin accumulation, maintenance of food intake) under control conditions, and also increases medium and maximal lifespan under glucotoxicity. In addition, the newly generated *pgph-2* overexpressing stable transgenic line phenocopies are what we have previously observed using the *pgph-2* overexpressing extrachromosomal array transgenes^7^.

### PGPH-2 protects from glucotoxicity via mechanisms independent of insulin-like signaling and canonical dietary restriction

Following the characterization of the newly generated transgenic lines, we aimed to identify the mechanism whereby the overexpression of *pgph-2* protects from glucotoxicity and extends healthy lifespan. Calorie restriction (CR) and low insulin signaling are widely known to extend healthspan and lifespan and protect from glucotoxicity across taxa, including *C. elegans*^27^. To determine whether the mechanism of protection from glucotoxicity mediated by *pgph-2* *o/e* depends on the canonical CR pathway, we used mutant animals that harbor a mutation in the nicotinic acetylcholine subunit *eat-2* in the pharynx, which causes defective feeding behavior^28^. Unlike what we have previously shown in the extrachromosomal transgene model, stable *pgph-2 o/e* caused a mild but significant decrease in brood size, both under normal and glucose excess conditions, likely due to a stronger, more stable and ubiquitous expression (7 folds vs 4 folds increased mRNA levels) (Supplementary Fig. 1a, c). Noticeably, the overexpression of *pgph-2* led to a smaller decrease in brood size in comparison to the severe brood size decrease observed in *eat-2* animals in normal growth and excess glucose conditions (Supplementary Fig. 1d). Loss of *eat-2* in *pgph-2 o/e* animals strongly decreased brood size and led to very small and transparent animals. The additive effects of *pgph-2 o/e* and *eat-2* on brood size reduction support the concept that the *pgph-2 o/e* pathway causing reduced brood size is independent of classical CR (Fig. 1h). Diminished insulin signaling by mutation of the IGF1 receptor homolog DAF-2 extends lifespan and healthspan via the FOXO homolog, DAF-16^29^. Interestingly, *pgph-2 o/e* extends the healthspan and lifespan of the short-lived *daf-16 (mu86)* mutant, also suggesting that the protection from glucotoxicity mediated by *pgph-2 o/e* is independent of the insulin-like signaling pathway (Fig. 1i, j and Supplementary Data 1).

### PGPH-2 o/e promotes healthspan and lifespan under glucotoxic conditions via HLH-30

TFEB is a master transcriptional regulator of lysosomal and autophagy genes, particularly in conditions of CR and starvation, to rewire metabolism and ensure adaptation and survival^30–35^. The worm homolog of TFEB, HLH-30, is constitutively activated in known longevity mutants involving low insulin signaling, mild mitochondrial impairment and CR, and has been shown to promote survival under starvation and infection with various pathogens^31,36–38^. To assess whether *pgph-2* o/e protects from glucotoxicity via HLH-30, we measured the HLH-30 nuclear translocation using the *hlh-30p::hlh-30::GFP* reporter. Importantly, *pgph-2* o/e increased the percentage of young adult animals with constitutive HLH-30 nuclear translocation, both under normal and excess glucose conditions (Fig. 2a). The enhanced nuclear translocation of HLH-30 mediated by *pgph-2 o/e* is not due to a transgene artifact since control mCherry transgenic animals showed low levels of HLH-30 nuclear translocation similar to the reporter HLH-30 animals with a WT background (Supplementary Fig. 1e). To directly assess the role of HLH-30 in the decreased fat accumulation or protection from glucotoxicity phenotypes, we crossed the *pgph-2 o/e* and control strains to *hlh-30* mutant animals. HLH-30 was found to be required for the decreased fat accumulation in *pgph-2* o/e animals since its loss restored fat levels to normal values under normal conditions (Fig. 2b). Under glucose excess conditions, loss of *hlh-30* also restored fat levels but only partially, suggesting that additional pathways contribute to the decreased fat deposition observed in *pgph-2 o/e* animals (Fig. 2c). Importantly, loss of *hlh-30* abrogated the increased healthspan as measured by locomotion at days 9 and 12, and lifespan under glucotoxic conditions in *pgph-2 o/e* animals (Fig. 2d, e and Supplementary Data 1). Loss of *hlh-30* also abolished the *pgph-2 o/e*-mediated increased locomotion under glucose excess conditions at day 4, an earlier time point where the animals with the mutant phenotypes are in a healthier state, ascertaining that HLH-30 is required for the locomotion benefits mediated by *pgph-2 o/e* and that the results obtained on days 9 and 12 of age are not due to the fact that *hlh-30* mutant animals are short-lived and sick at an old age (Supplementary Fig. 3a). Overall, the data demonstrate that HLH-30 is activated by *pgph-2* o/e and is required for the beneficial effects on healthspan and lifespan under glucose excess.

**Fig. 2:**
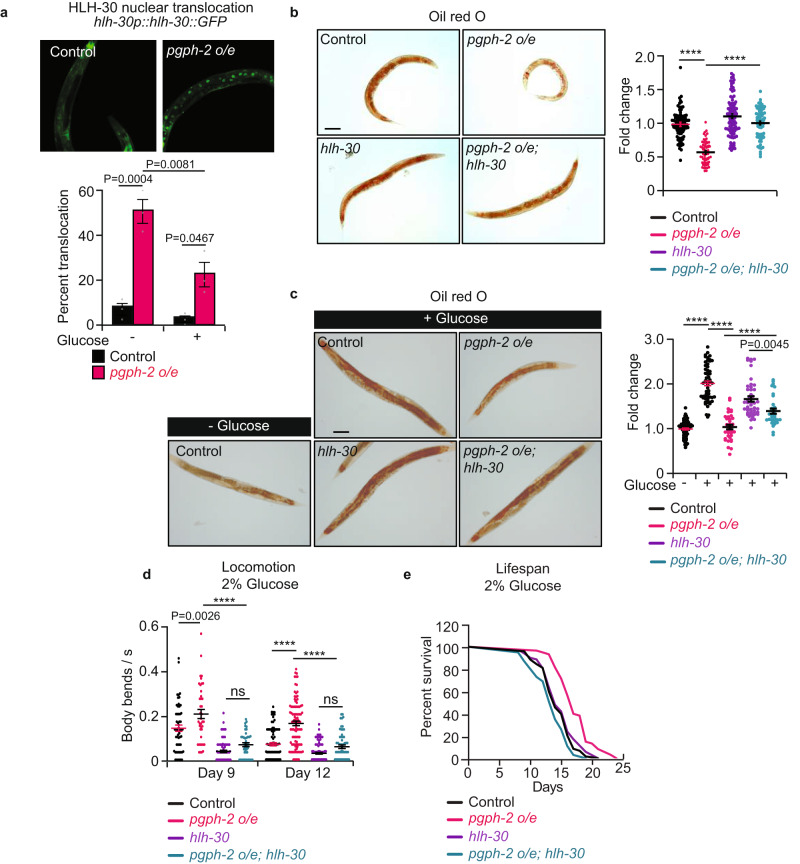
PGPH-2 o/e activates the nuclear translocation of HLH-30 and promotes healthy aging under glucotoxic conditions. For all panels, **** represents *P* < *0.0001*. **a** Percent nuclear translocation of HLH-30 in young adult animals scored using the HLH-30::GFP expressing strain crossed to control and *pgph-2 o/e* animals under normal growth conditions or 2% glucose. Data represent mean ± SEM from three independent experiments. *P*-values are obtained by one-way ANOVA with the Bonferroni correction. **b**, **c** Oil red O staining and quantification in control, *pgph-2 o/e*, *pgph-2 o/e; hlh-30 (tm1978)*, and *hlh-30 (tm1978)* strains on normal growth conditions at day 1 (**b**) and 2% glucose conditions at day 3 (**c**). Data is shown using dot plots with denoted mean ± SEM from three independent experiments. *P*-values are obtained by one-way ANOVA with the Bonferroni correction. The scale bar = 50 µm. **d** Locomotion analysis on days 9 and 12 of age, measured by body bends per second control, *pgph-2 o/e*, *pgph-2 o/e; hlh-30 (tm1978)*, and *hlh-30 (tm1978)* strains grown on plates supplemented with 2% glucose. Data represent mean ± SEM from three independent experiments. *P*-values are obtained by one-way ANOVA with the Bonferroni correction. The number of tracks is shown in datasource. **e** Lifespan of control, *pgph-2 o/e*, *pgph-2 o/e; hlh-30 (tm1978)*, and *hlh-30 (tm1978)* overexpressing animals on plates supplemented with 2% glucose. The number of separate lifespan experiments, animals and detailed statistics are shown in Supplementary Data 1. *P*-value is obtained using the two-sided Mantel–Cox test.

### RNA-seq analysis reveals catabolic and longevity signatures with *pgph-2* o/e

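RNA-seq was performed on whole animals of 4 genotypes, each grown on normal growth medium (NGM) and on NGM supplemented with 2% glucose. WT and *hlh-30* animals were compared with *pgph-2 o/e* animals, which carry an integrated transgene of the phosphatase gene, and with *pgph-2 o/e; hlh-30* double mutants. Each of the 8 groups had 4 replicates, which gives 32 libraries. The authors enriched mRNA on poly-T beads, sequenced paired-end reads, aligned them with Hisat2 and counted reads per gene with featureCounts. The deposited values are these counts, without normalization, for 46589 genes, of which 27096 had at least 1 count. Total counts per library ranged from 16750042 to 29794842, with a median of 19774959.5. On NGM, WT libraries held 18073309 to 25673318 counts (median 23522018) and *pgph-2 o/e* libraries 18253710 to 22335392 (median 20756117.5). The *hlh-30* libraries on NGM held 16750042 to 19777506 counts (median 18535271) and the double mutant libraries 16814310 to 29329671 (median 20566865.5). On 2% glucose, the totals were 18392120 to 20856992 (median 18834550) in WT and 17036463 to 20800784 (median 18188584.5) in *pgph-2 o/e*. They were 17050028 to 29794842 (median 20666573.5) in *hlh-30* and 17369158 to 22466953 (median 19120002) in the double mutant on 2% glucose. Genes of ribosomal RNA took between 5.11% and 8.03% of the counts of a library.

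Counts were normalized with edgeR's TMM method, and each comparison was fitted to the libraries of its own groups with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Genes with too few counts were removed with edgeR's filterByExpr, which left between 15019 and 15816 genes per comparison. Genes were taken as differentially expressed at an adjusted P of at most 0.05 and an absolute log2 fold change of at least 1, the limits given in Supplementary Data 12. Levels are given as CPM after TMM normalization, with the SD over the 4 libraries of a group. Exact permutation tests are two-sided and run over the 70 relabellings of 4 libraries against 4. The paper's text does not name how reads that fit several genes were counted, or whether the counting used the strand. Values of near-identical members of gene families, and of genes that overlap, are uncertain for that reason. Gene positions are those of the deposited table, and the paper's text does not name their genome build. Of the 46183 gene identifiers found in the WBcel235 annotation, 28348 have the same chromosome, start and end there, and 44345 (96.02%) lie within 1 kb of their position there at both ends.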

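The transcripts of the manipulated genes were examined in every group. The *pgph-2* gene (F44E7.2) lies on chromosome V from 5770455 to 5771767, and *hlh-30* (W02C12.3) on chromosome IV from 4015615 to 4019039. On NGM, *pgph-2* transcripts were at 37.8 ± 5.87 CPM (SD, n = 4) in WT and 69.4 ± 12 CPM in *pgph-2 o/e* animals. The log2 fold change was 0.87 (standard error 0.14, adjusted P = 0.00435 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). On 2% glucose, the levels were 67.8 ± 4.28 CPM in WT and 123 ± 17.5 CPM in *pgph-2 o/e*, a log2 fold change of 0.86 (standard error 0.10, adjusted P = 0.000212 from the same edgeR test). On both media, every *pgph-2 o/e* library was above every WT library, which gives the smallest P that the exact permutation test can reach. The change on NGM moved most, to 0.74, when *pgph-2 o/e* replicate 1 was left out. WT animals themselves had more *pgph-2* transcripts on glucose than on NGM, with a log2 fold change of 0.85 (adjusted P = 0.00239, edgeR). Levels of *pgph-2* in *hlh-30* animals were 41.6 ± 17.1 CPM on NGM and 36.0 ± 6.53 CPM on glucose. In the double mutant they were 126 ± 13.7 CPM and 83.6 ± 8.48 CPM. On NGM, *hlh-30* transcripts were at 99.1 ± 8.42 CPM in WT, 54.1 ± 4.69 CPM in *hlh-30* animals and 48.4 ± 6.94 CPM in the double mutant. Between *hlh-30* and WT animals on NGM, the log2 fold change was -0.86 (standard error 0.08, adjusted P = 0.000313, edgeR), with every *hlh-30* library below every WT library. On glucose, the *hlh-30* gene was at 103 ± 14.3 CPM in WT, 69.9 ± 8.54 CPM in *hlh-30* and 71.2 ± 4.56 CPM in the double mutant.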

To assess the genes differentially regulated by *pgph-2* and that could provide insight into the understanding of the glycerol shunt in healthy aging, and to determine the subset of *pgph-2*-regulated genes that may be dependent on HLH-30, we performed whole animal RNA-seq from synchronized WT, *pgph-2 o/e*, *hlh-30 and pgph-2 o/e; hlh-30* animals under basal conditions and glucose excess (Fig. 3a). 

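Principal components of the 32 libraries were computed from log2(FPKM + 1), with FPKM obtained from the counts and the deposited gene lengths. The first component held 35.19% of the variance and the second 8.68%. On TMM log2 CPM of filtered genes, these shares were 44.67% and 10.27%. Along the first component, *pgph-2 o/e* libraries on NGM scored 52.9 ± 5.21 (SD, n = 4) and WT libraries on NGM 36.5 ± 16.8. On 2% glucose, WT scored 57.0 ± 14.3 and *pgph-2 o/e* -38 ± 12.6. The *hlh-30* libraries scored -16.6 ± 24.2 on NGM and -55.4 ± 31.9 on glucose, and the double mutant -20.8 ± 12 and -15.6 ± 10.2. Only 1 relation of the first component with a library measure was computed. This measure was the mean log2 CPM of 40 sperm genes, which encode major sperm proteins and other transcripts of sperm. Pearson's r over the 32 libraries was 0.956 and Spearman's rho 0.964 (permutation tests, two-sided, P = 1e-05 each, the smallest they can give). The r was also 0.956 without the 2 libraries farthest from the median sperm score, and 0.927 within groups (permutation test, P = 1e-05, the smallest it can give). Between replicates of a group, r over all genes ranged from 0.970 to 0.990 in 48 pairs of libraries. Between libraries of different groups it ranged from 0.928 to 0.987 in 448 pairs. Genes are not independent replicates in these correlations. The number of genes with a mean FPKM above 1 ranged from 14410 in *pgph-2 o/e* on NGM to 15186 in the double mutant on glucose.

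**Figure D1:**
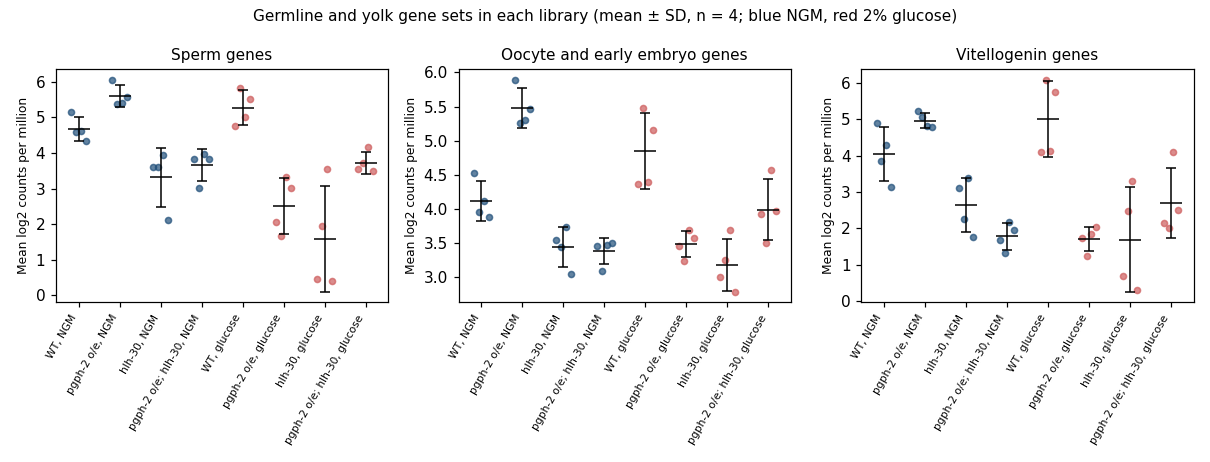
Mean log2 CPM of the sperm, oocyte and vitellogenin genes in each library of the 8 groups, with NGM in blue and 2% glucose in red. Points are libraries and bars are the mean and SD of 4 libraries.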

Principal component analysis, gene density distributions and Venn diagrams showing overlapping genes among RNA-seq datasets are indicated in Supplementary Fig. 2. We identified 669 genes differentially expressed in *pgph-2 o/e* in comparison to WT with 349 upregulated and 320 downregulated (Fig. 3b and supplementary Data 2). 

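On NGM, 15270 genes were tested between *pgph-2 o/e* and WT libraries, of which 260 were upregulated and 180 downregulated in *pgph-2 o/e* (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DESeq2 in place of edgeR found 351 upregulated and 320 downregulated genes. With a filter of at least 10 counts in every library, 59 genes were downregulated. Leaving out WT replicate 2 gave 167 upregulated genes and leaving out WT replicate 1 gave 449. Among upregulated genes with a mean of at least 5 CPM, *clec-61* (ZK666.7, chromosome II, 10488728 to 10490514) rose most. It encodes a C-type lectin and went from 1.32 ± 0.523 CPM (SD, n = 4) in WT to 29.0 ± 4.04 CPM in *pgph-2 o/e*, a log2 fold change of 4.43 (standard error 0.24, adjusted P = 3.08e-06, edgeR). The second largest rise was that of *thn-2* (F28D1.5, chromosome IV, 12383168 to 12384007), from 4.68 ± 1.01 to 59.5 ± 18.9 CPM, with a log2 fold change of 3.65 (standard error 0.24, adjusted P = 9.79e-06). The lysozyme gene *lys-7* followed. The largest fall was that of F59B2.12 (chromosome III, 9017607 to 9020960), from 12.4 ± 1.77 to 0.105 ± 0.124 CPM, a log2 fold change of -6.69 (standard error 0.45, adjusted P = 1.22e-05). B0222.10 (chromosome V, 9158384 to 9159538) went from 10.7 ± 1.52 to 0.541 ± 0.427 CPM, a log2 fold change of -4.30 (standard error 0.42, adjusted P = 0.000134). Y39B6A.9 (chromosome V, 19136509 to 19139050) went from 22.4 ± 2.70 to 2.02 ± 0.745 CPM, a log2 fold change of -3.48 (standard error 0.22, adjusted P = 9.79e-06). These 3 genes were also low in *hlh-30* animals on NGM, which carry no *pgph-2* transgene, at 0.109 ± 0.0736, 0.660 ± 0.197 and 0.537 ± 0.196 CPM.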

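The gene families behind these terms were compared between *pgph-2 o/e* and WT on NGM. Of 21 lipase genes tested, 5 were upregulated, where 0.358 would be by chance (one-sided Fisher's exact test, Benjamini-Hochberg adjusted P = 9.49e-05). These were *lipl-1*, *lipl-3*, *lipl-2*, *lips-6* and *fil-1*, with log2 fold changes of 3.49, 2.80, 2.37, 2.32 and 1.51 and standard errors of 0.25, 0.28, 0.29, 0.52 and 0.22. Their adjusted P values were 2.26e-05, 0.000147, 0.000658, 0.0225 and 0.00222 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. No lipase was downregulated, and *lips-10* alone among them was lower at an adjusted P of at most 0.05 (log2 fold change -0.73, adjusted P = 0.0128). The median log2 fold change of the lipases was 0.76, with 12 of 21 above 0 (camera, adjusted P = 0.00672 over 12 gene sets). Lysozymes had a median of 0.53, with 10 of 11 above 0 (camera, adjusted P = 4.34e-06), and *lys-7* and *lys-10* were upregulated (Fisher's exact test, adjusted P = 0.0397). Among 62 cytochrome P450 genes, *cyp-37B1* and *cyp-32B1* were upregulated and *cyp-13B1* and *cyp-14A1* downregulated (adjusted P = 0.622 for the upregulated). The 15 autophagy genes of Supplementary Data 10 had a median of 0.05 (camera, adjusted P = 0.75). Besides lipases and lysozymes, camera with its preset correlation of 0.01 gave adjusted P values of 5.33e-20 for 22 oocyte genes (median 1.37) and 3.19e-20 for 40 sperm genes (median 0.95). It also gave 0.00672 for the 6 vitellogenins (median 0.87), 0.00578 for C-type lectins and 0.00978 for 4 male-specific genes (median -1.33). Under fry, the results for lipases, lysozymes, oocyte, sperm and male-specific genes held. None held under an estimated correlation between genes, where the lowest adjusted P was 0.119. Fry gave 0.0974 for the vitellogenins and 0.498 for the C-type lectins.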

Gene ontology analysis of the upregulated genes indicates enrichment of genes belonging to catabolic processes, such as ‘hydrolase activity’, ‘lipid catabolic processes’, ‘lipid metabolism’, ‘lysosome’, and ‘lytic vacuoles’ (Fig. 3c and Supplementary Data 3). Noticeably, innate immune response terms such as ‘defense to bacterium’ or ‘defense to external stimuli’ are also enriched, supporting a role for *pgph-2* in the promotion of healthy aging^39–42^ and the possible involvement of *hlh-30* in this response (Fig. 3c). Thus, HLH-30 is known to play a key role in the induction of innate immunity genes, particularly in cases of pathogen infection^36–38,43^. Moreover, starvation and calorie restriction interventions are known to activate the innate immune response^38,42^. 

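Innate immune genes include the C-type lectins, whose products bind carbohydrates. Of 135 tested on NGM, 24 were upregulated in *pgph-2 o/e* compared to WT and 18 downregulated, where 2.30 and 1.59 would be by chance (one-sided Fisher's exact tests, Benjamini-Hochberg adjusted P = 8.78e-17 and 2.69e-13). Their median log2 fold change was 0.35, with 84 of 135 above 0 (adjusted P = 0.00578 with camera, 0.241 with camera under an estimated correlation between genes and 0.498 with fry). Without the filter on low counts, the median was 0.11 (camera, adjusted P = 0.261). The mean log2 CPM of the family was 1.68 ± 0.0276 (SD, n = 4) in WT and 1.62 ± 0.0464 in *pgph-2 o/e*, with overlap.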

Under glucose excess conditions, 3263 genes were differentially expressed compared to WT, illustrating a major phenotypic change under glucotoxicity (Supplementary Fig. 3b and Supplementary Data 4). 

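On 2% glucose, 15179 genes were tested between *pgph-2 o/e* and WT libraries, of which 825 were upregulated and 2083 downregulated. DESeq2 found 901 and 2387 genes. Among upregulated genes with a mean of at least 5 CPM, the collagen gene *col-41* (T10B10.1, chromosome X, 15175039 to 15176481) rose most, from 27.5 ± 8.25 CPM (SD, n = 4) to 886 ± 352 CPM. Its log2 fold change was 5.01 (standard error 0.34, adjusted P = 1.21e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). C29F3.3 (chromosome V, 15346682 to 15347388) went from 0.617 ± 0.379 to 15.3 ± 1.74 CPM, a log2 fold change of 4.64 (standard error 0.33, adjusted P = 1.58e-05). F48G7.8 (chromosome V, 627106 to 627650) went from 0.541 ± 0.312 to 10.0 ± 2.30 CPM, a log2 fold change of 4.19 (standard error 0.34, adjusted P = 2.84e-05). The insulin-related gene *ins-31* (T10D4.4, chromosome II, 3127041 to 3127811) was at 9.85 ± 1.79 CPM in WT and had no count in any *pgph-2 o/e* library on glucose. Against a floor of 3 counts, it was at least 61.8-fold lower. F59B2.12 was at 13.9 ± 0.903 CPM in WT and reached 1 count at most in *pgph-2 o/e*, at least 87.3-fold lower. The collagen gene *col-7* (C15A11.5, chromosome I, 7401675 to 7402756) was at 14.6 ± 9.00 CPM in WT and reached 2 counts at most in *pgph-2 o/e*, at least 92.5-fold lower. Both *ins-31* and F59B2.12 were also below every WT library in all *hlh-30* libraries. The difference between media was tested as an interaction of *pgph-2 o/e* with glucose. This interaction was past the limits above 0 for 992 genes and past them below 0 for 2239, of 15816 tested.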

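Families taken for the terms of innate immunity, carbohydrate binding and the unfolded protein response were compared between *pgph-2 o/e* and WT on 2% glucose. Of 134 C-type lectins tested, 18 were upregulated (7.28 by chance) and 37 downregulated (18.4 by chance), with adjusted P values of 0.00129 and 7.52e-05 in one-sided Fisher's exact tests. The mean log2 CPM of the family was 1.79 ± 0.0241 (SD, n = 4) in WT and 1.24 ± 0.0686 in *pgph-2 o/e* on glucose, without overlap. For the 134 tested as a set, the adjusted P was 0.423 with camera, 0.472 with camera under an estimated correlation between genes and 2.64e-05 with fry. Their median log2 fold change on glucose was 0.02, and it became -0.13 without the filter on low counts. It also changed sign without *pgph-2 o/e* replicate 1, 2 or 3, to -0.07, -0.13 and -0.13. The interaction with glucose had a median of -0.37 for C-type lectins (adjusted P = 0.00699 with camera, 5.63e-05 with fry and 0.217 under the estimated correlation). The *abu* and *pqn* genes were a set chosen by gene name for the term of the unfolded protein response. Whether they mark that response or follow developmental stage was not tested. Of the 61 genes tested, 15 were upregulated, against 3.32 by chance (Fisher's exact test, adjusted P = 3.8e-06), and *pgph-2 o/e* lowered 4 of them. The *abu* and *pqn* genes had a median log2 fold change of 0.25 on glucose, with 42 of 61 above 0 (camera, adjusted P = 0.00192). On NGM, 31 of 61 were above 0 and their median was 0.00, which changed sign to -0.0025 with DESeq2's size factors. No *abu* or *pqn* gene was upregulated or downregulated on NGM. The interaction with glucose had a median of 0.25 for this family (adjusted P = 0.0205 with camera, 0.0135 with fry and 0.386 under the estimated correlation). Among 122 cuticle collagens on glucose, 36 were upregulated (6.63 by chance) and 43 downregulated (16.7 by chance), with adjusted P values of 2.1e-16 and 9.65e-09.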

Gene ontology analysis of genes upregulated in *pgph-2 o/e* animals in comparison to WT under 2% excess glucose conditions also revealed similar changes as without glucose such as ‘innate immune response’, ‘carbohydrate binding’, ‘unfolded protein response’, and ‘stress response’ genes, suggesting that while the longevity outcomes are different, *pgph-2 o/e* is exerting similar gene expression changes under normal and glucose excess conditions (Supplementary Fig. 3c, d and Supplementary Data 5). We also identified 60 genes upregulated in *pgph-2 o/e* animals simultaneously in normal and glucose excess conditions belonging to ‘lipid lipases’, ‘catabolic processes’ and ‘innate immune response categories,’ further suggesting that the healthy longevity mechanisms under basal and excess glucose conditions share similarities (Supplementary Fig. 3e and Supplementary Data 6). 

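With the present criteria, 47 genes were upregulated in *pgph-2 o/e* compared to WT on both media, where 12.4 would be by chance (exact one-sided hypergeometric test over 14914 genes, P = 1.73e-15). The NGM and glucose comparisons share no library. With a filter of at least 10 counts in every library, the overlap was 28 genes. The 47 genes include 9 C-type lectins, the lysozymes *lys-7* and *lys-10* and the lipases *lips-6* and *fil-1*. Among the 60 genes of Supplementary Data 6, 48 were upregulated on NGM and 55 on glucose. The interaction of *pgph-2 o/e* with glucose had a median of -0.13 over the 47 genes, or -0.17 with genes at the floor set to their limit. It was past the limits for 10 of them, 8 below 0 and, above 0, F48G7.5 and F49F1.5. The other genes upregulated on NGM did not all keep their direction. Of the 260, 86 were downregulated in *pgph-2 o/e* on glucose, where 32.8 would be by chance (exact hypergeometric test, P = 2.04e-18).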

Of particular interest, gene expression levels of *eat-2* were significantly increased in *pgph-2 o/e* animals in glucose excess conditions impinging on the physiological role of the glycerol shunt as a CR mimetic, in particular under glucotoxic conditions (Supplementary Fig. 3f). 

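The *eat-2* gene (Y48B6A.4, chromosome II, 14166882 to 14171648) encodes a nicotinic acetylcholine receptor subunit. On 2% glucose, *eat-2* was at 0.831 ± 0.154 CPM (SD, n = 4) in WT and 2.77 ± 0.268 CPM in *pgph-2 o/e*. The libraries held 13 to 19 and 44 to 56 counts of the gene. Its log2 fold change was 1.73 (standard error 0.24, adjusted P = 0.000448 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and every *pgph-2 o/e* library was above every WT library. With each of the 8 libraries left out in turn, it stayed between 1.64 and 1.82. With each gene's trend with the sperm genes removed, an alternative chosen after the values were seen, it was 0.83 (adjusted P = 0.0493), where the fits that left out 1 library gave adjusted P values from 0.00115 to 0.00189. The lowest adjusted P was that of DESeq2 (8.66e-08), and the next highest after the trend's removal was that of the fit with a block for the replicate number, also past the limit. On NGM, *eat-2* was at 1.25 ± 0.698 CPM in WT and 1.21 ± 0.510 CPM in *pgph-2 o/e*, a log2 fold change of -0.06 (standard error 0.51, adjusted P = 0.961). This value changed sign to 0.18 without WT replicate 3, 0.17 without WT replicate 4 and 0.21 without *pgph-2 o/e* replicate 2. The interaction with glucose was 1.77 (standard error 0.59, adjusted P = 0.029). Its adjusted P rose above 0.05 in 5 of the 16 fits that left out a library. It was 0.0734 without WT replicate 3 and 0.0667 without WT replicate 4 on NGM. On glucose it was 0.053 and 0.0527 without WT replicates 2 and 3, and 0.051 without *pgph-2 o/e* replicate 2. In *hlh-30* animals on glucose, *eat-2* was at 2.44 ± 0.693 CPM, a log2 fold change of 1.55 over WT on glucose (adjusted P = 0.00351).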

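The 48 genes listed in Supplementary Data 7 were looked up in the present counts, without the published lists of *daf-2* and *eat-2* mutants, which were not used here. On NGM, 47 of the 48 were tested between *pgph-2 o/e* and WT, and the log2 fold change was above 0 for all 47, with a median of 1.23. At the limits used here, 36 of them were upregulated (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The study picked the 48 from these libraries, so this count is not independent evidence. On 2% glucose, 30 of the 48 were downregulated and 4 upregulated, with a median log2 fold change of -1.92. In the double mutant compared to *pgph-2 o/e* on NGM, 39 were downregulated. Sperm genes make up 10 of the 48.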

Importantly, the comparison of the list of genes upregulated in *pgph-2 o/e* animals to previously published lists of genes upregulated in the longevity mutants as *daf-2* and *eat-2* highlights 48 common genes belonging to the innate immune response, catabolic activity, and longevity-related mechanisms (Supplementary Fig. 3g and Supplementary Data 7)^44^. Overall, the RNA-seq data support the view that *pgph-2 o/e* governs a healthy aging gene expression signature that overlaps significantly with the signatures of other longevity mutants.

**Fig. 3:**
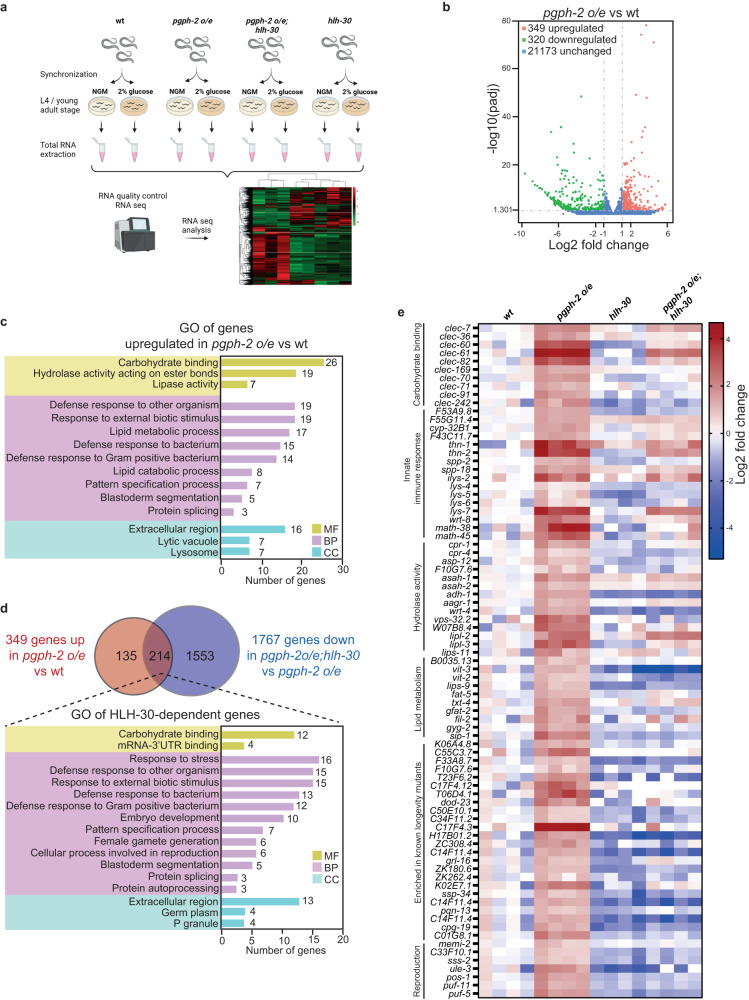
RNA-seq analysis reveals catabolic and longevity signatures specific to *pgph-2 o/e* and largely dependent on HLH-30. **a** Schematic representation of the RNA-seq experimental design. Briefly, synchronized WT, *pgph-2 o/e*, *pgph-2 o/e; hlh-30* and *hlh-30* animals and grown on normal growth medium or plates supplemented with 2% glucose are harvested. Total RNA is extracted using trizol and purified and subjected to seq analysis. Scheme created with Biorender.com. **b** Volcano plots showing differentially expressed genes in WT vs *pgph-2 o/e* animals on normal growth medium. Genes with a fold change >2 and a *P*-value smaller than 0.05 were considered significantly changed. Red, green, and blue indicate genes that are significantly upregulated, significantly downregulated, or not significantly changed, respectively. **c** Gene ontology (GO) annotations of genes significantly upregulated in *pgph-2 o/e* animals in comparison to WT and belonging to the molecular function (MF), biological processes (BP), and cellular component (CC) categories. **d** Venn diagram and gene ontology annotations of the common genes that are upregulated in *pgph-2 o/e* animals in comparison to WT and downregulated in *pgph-2 o/e; hlh-30* in comparison to *pgph-2 o/e*. **e** Heat map representing the differential expression of selected genes based on functions related to longevity in WT, *pgph-2 o/e*, *pgph-2 o/e; hlh-30* and *hlh-30* animals. Carbohydrate binding, innate immune response, hydrolase activity, lipid metabolism, longevity and reproduction are upregulated in *pgph-2 o/e* animals in an HLH-30-dependent manner.

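The heat map of Fig. 3e names 7 genes of reproduction, *memi-2*, C33F10.1, *sss-2*, *ule-3*, *pos-1*, *puf-11* and *puf-5*. On NGM, all 7 were higher in *pgph-2 o/e* than in WT at an adjusted P of at most 0.05 (median log2 fold change 1.44, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and *ule-3*, *pos-1*, *puf-11* and *puf-5* passed both limits. All 7 were downregulated in the double mutant compared to *pgph-2 o/e* (median -2.07). Between the double mutant and *hlh-30* animals, none of 6 tested was changed, with a median of 0.19, and none had an unadjusted P below 0.05. As an interaction of *pgph-2 o/e* with *hlh-30*, the list had a median of -1.26 (adjusted P = 0.024, 0.0196 and 0.0157 for *pos-1*, *puf-11* and *puf-5*). Adjusted over the list alone, it was below 0 for 4 of the 7. Because the study picked these genes from the same libraries, that count is not independent evidence. In *hlh-30* animals compared to WT, 5 genes were lower at an adjusted P of at most 0.05, namely C33F10.1, *sss-2*, *pos-1*, *puf-11* and *puf-5*. On 2% glucose, all 7 were lower in *pgph-2 o/e* than in WT, with a median of -2.23.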

### HLH-30 is a key regulator of the gene expression signature mediated by *pgph-2 o/e*

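On NGM, 1152 genes were upregulated and 1621 downregulated in *pgph-2 o/e; hlh-30* compared to *pgph-2 o/e*, of 15199 tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of the 260 genes upregulated in *pgph-2 o/e* compared to WT, 164 (63.08%) were downregulated in the double mutant compared to *pgph-2 o/e*. By chance, 28.1 would be (exact one-sided hypergeometric test over 14957 genes, P = 5.52e-94). Leaving out WT replicate 2 gave 103 such genes and leaving out WT replicate 1 gave 323. Among the 214 genes of Supplementary Data 8, 161 were upregulated in the first comparison and 193 downregulated in the second. Both comparisons use the same 4 *pgph-2 o/e* libraries, so their log2 fold changes share chance values. Across genes, the log2 fold changes of the comparisons correlated with r = -0.608, and with a mean r of -0.512 in 20 simulations of groups without any difference. Genes are not independent replicates in these correlations. With 2 of the *pgph-2 o/e* libraries in each comparison, the mean overlap was 116.2 genes when the same libraries were used and 101.8 when different ones were. The 164 genes hold 13 C-type lectins, 15 oocyte genes and 12 sperm genes. They also hold *lys-7*, *lys-10* and *lipl-3*.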

We observed that 214 of the 349 genes upregulated in *pgph-2 o/e* vs WT were downregulated in the double mutant *pgph-2 o/e; hlh-30* vs *pgph-2 o/e*, and the heat map analysis of differentially expressed genes under normal conditions revealed large clusters of genes enriched in *pgph-2 o/e* animals in an *hlh-30*-dependent manner, suggesting that HLH-30 plays a key role in the gene expression signature mediated by the overexpression of *pgph-2* (Fig. 3d, e and Supplementary Data 8). Of particular interest, several of these genes belong to the lysozyme families, including *ilys-2*, *lys-4*, *lys-5*, *lys-6*, *lys-7*, suggesting enhanced lysosomal hydrolase activity. Moreover, several lipid metabolism, innate immune response, carbohydrate binding and hydrolase genes were increased in *pgph-2 o/e* animals in an *hlh-30*-dependent manner (Fig. 3e and Supplementary Data 9). In addition to its role as a master transcriptional regulator of lysosomal biogenesis and metabolism genes, HLH-30 regulates the transcription of genes involved in the autophagic process, a self-cleaning and recycling process, normally activated in low nutrient conditions such as calorie restriction and starvation to produce energy and promote survival^31,34,45–49^. 

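Levels of these lysozyme genes were compared on NGM (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The *lys-7* gene (C02A12.4, chromosome V, 3481419 to 3482602) was at 30.2 ± 5.78 CPM (SD, n = 4) in WT, 369 ± 77.7 CPM in *pgph-2 o/e*, 154 ± 26.4 CPM in the double mutant and 25.5 ± 3.81 CPM in *hlh-30*. Its log2 fold change was 3.61 in *pgph-2 o/e* over WT (standard error 0.19, adjusted P = 3.08e-06) and -1.26 in the double mutant over *pgph-2 o/e* (standard error 0.16, adjusted P = 9.41e-05). It was still 2.58 in the double mutant over *hlh-30* (standard error 0.14, adjusted P = 1.41e-05). For *lys-7*, the interaction of *pgph-2 o/e* with *hlh-30* was -0.99 (standard error 0.23, adjusted P = 0.024). Its adjusted P rose above 0.05 in 5 of 16 fits that left out a library: 0.0538 and 0.0521 without WT replicates 3 and 4, 0.0518 without *pgph-2 o/e* replicate 4, 0.0569 without *hlh-30* replicate 1 and 0.0538 without double mutant replicate 3. The neighboring genes *lys-4* (F58B3.1), *lys-5* (F58B3.2) and *lys-6* (F58B3.3) lie on chromosome IV between 11621443 and 11627947. In *pgph-2 o/e* over WT, their log2 fold changes were 0.47, 0.84 and 0.73 (standard errors 0.14, 0.26 and 0.33; adjusted P = 0.0594, 0.0748 and 0.198). Adjusted over the list alone, these were 0.00934, 0.00946 and 0.0471. With DESeq2, *lys-4* and *lys-5* had adjusted P values of 0.00659 and 0.0276. Without *pgph-2 o/e* replicate 2, edgeR gave 0.0417 and 0.0366, and without replicate 1 it gave 0.0154 for *lys-4*. In the double mutant over *pgph-2 o/e*, *lys-4*, *lys-5* and *lys-6* changed by -1.07, -1.42 and -1.19 (adjusted P = 6.22e-05, 0.000482 and 0.0112). Their interaction values were -0.24, 0.54 and -0.14 (adjusted P = 0.429, 0.414 and 0.914). In *hlh-30* animals over WT, they changed by -0.81, -1.93 and -1.02 (adjusted P = 0.001, 0.00224 and 0.104). In the double mutant over *hlh-30*, all were above 0, and *lys-5* was upregulated as *lys-7* was. Adjusted over the list alone, the edgeR P values of *lys-4*, *lys-5* and *lys-6* there were 0.0725, 0.000354 and 0.185. The *ilys-2* gene (C45G7.2, chromosome IV, 2467681 to 2468879) had 0 to 4 counts per library in WT and 7 to 16 in *pgph-2 o/e*, too few for the filter. Without *pgph-2 o/e* replicate 3, it was kept by the filter and past the limit. At 0.0847 ± 0.0729 and 0.584 ± 0.256 CPM, the groups did not overlap. Between the double mutant and *pgph-2 o/e*, *ilys-2* changed by -0.79 (standard error 0.52, adjusted P = 0.24).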

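The heat map of Fig. 3e names 26 genes of carbohydrate binding and innate immunity and 24 of hydrolase activity and lipid metabolism. On NGM, all 25 tested genes of the first list were higher in *pgph-2 o/e* than in WT (median log2 fold change 1.63), and 22 were upregulated. In the double mutant compared to *pgph-2 o/e*, all 26 were lower (median -1.52), and 20 were downregulated. The interaction of *pgph-2 o/e* with *hlh-30* was below 0 for 25 of the 26 genes, with a median of -1.06, or -1.09 with genes at the floor set to their limit. It had an adjusted P of at most 0.05 for 9 of the 26 over all genes tested and for 16 adjusted over the list alone (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Between the double mutant and *hlh-30* animals, the median of this list was 0.68, and 7 of 22 tested genes were upregulated. Of the 24 hydrolase and lipid genes, 17 were upregulated in *pgph-2 o/e* (median 1.42), and all 24 were above 0. In the double mutant, all 23 tested were lower than in *pgph-2 o/e* (median -1.48), and 16 were downregulated. The interaction had a median of -0.97 and an adjusted P of at most 0.05 for 10 of the 23 genes, and for 17 adjusted over the list alone. The median between the double mutant and *hlh-30* was 0.27 for this list, with *lipl-2* and *lipl-3* upregulated and *vit-2* downregulated. Because the study selected both lists from these libraries, the counts adjusted over the list alone are not independent evidence. From the genes that were upregulated in *pgph-2 o/e* and downregulated in the double mutant, and from the clusters of the heat map, the paper proposes that HLH-30 plays a key role in the expression signature of *pgph-2* overexpression.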

The *atg-4.1*, *lgg-2* (LC3 homolog) and *atg-18 genes*, which are key components of the autophagy machinery, were dependent on HLH-30 for their upregulation caused by p*gph-2 o/e* (Supplementary Fig. 4a and Supplementary Data 10). 

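For *atg-4.1* (Y87G2A.3, chromosome I, 13536966 to 13542413), *lgg-2* (ZK593.6, chromosome IV, 10934191 to 10935905) and *atg-18* (F41E6.13, chromosome V, 8629272 to 8631325), log2 fold changes in *pgph-2 o/e* over WT on NGM were 0.26, 0.55 and 0.33. Their standard errors were 0.11, 0.18 and 0.12 and their adjusted P values 0.157, 0.0915 and 0.127 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Adjusted over the list alone, a list of 4 with *lgg-1* (C32D5.9, chromosome II, 6346957 to 6347719), these were 0.0399, 0.0393 and 0.0393. For *lgg-1* itself, the change was 0.28 (standard error 0.14, adjusted P = 0.248, or 0.0718 over the list alone). None of the 4 genes was past the limit over all genes, while 3 had an unadjusted P below 0.05, and a fit of all 32 libraries put 3 past it. Between the double mutant and *pgph-2 o/e*, *atg-4.1*, *lgg-2* and *atg-18* changed by -0.22, -1.08 and -0.76 (adjusted P = 0.0875, 0.000142 and 0.00037). Between *hlh-30* and WT animals, they changed by -0.02, -0.87 and -0.39 (adjusted P = 0.916, 0.00411 and 0.00306). The interaction of *pgph-2 o/e* with *hlh-30* was -0.18 for *atg-4.1*, -0.18 for *lgg-2* and -0.33 for *atg-18* (adjusted P = 0.478, 0.672 and 0.166, or 0.256, 0.405 and 0.0891 over the list alone). It was 0.28 for *lgg-1* (adjusted P = 0.426). No interaction was past the limit, and *atg-18* alone had an unadjusted P below 0.05. Without *pgph-2 o/e* replicate 1, the log2 fold changes over WT were 0.21 for *atg-4.1*, 0.38 for *lgg-2* and 0.20 for *atg-18*, and the interactions -0.04 for *lgg-2* and -0.23 for *atg-18*.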

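Whether the effect of *pgph-2 o/e* differed between animals with and without *hlh-30* was tested as an interaction over the 16 libraries of the 4 genotypes on NGM. It was past the limits for 293 of 15786 genes, 192 above 0 and 101 below 0 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With DESeq2, 330 were above and 163 below 0. These numbers moved with single libraries: 375 and 214 without *hlh-30* replicate 4, 94 above 0 without double mutant replicate 2 and 78 below 0 without *pgph-2 o/e* replicate 4. Of the 180 genes downregulated in *pgph-2 o/e* compared to WT, 177 were tested, and the interaction was past the limits above 0 for 52. In *hlh-30* compared to WT, 110 of the 180 were also downregulated. Genes high in WT alone can give an interaction above 0, so these cannot be told apart from a difference of the WT strain. Of the 164 genes that were upregulated in *pgph-2 o/e* and downregulated in the double mutant, 163 were tested, and the interaction was below 0 for 156. Their median was -1.17, or -1.25 with genes at the floor set to their limit. Of these, 57 had an adjusted P of at most 0.05 over all genes, and 97 when adjusted over the 164 alone, which were chosen on the same libraries. In *hlh-30* animals compared to WT, the 136 of them that were tested had a median log2 fold change of -0.74, and 34 were downregulated. Between the double mutant and *hlh-30*, 13 of 134 tested were upregulated, with a median of 0.12. Of the other 96 genes upregulated in *pgph-2 o/e*, 37 were also upregulated in the double mutant compared to *hlh-30*, with a median of 0.95. The double mutant libraries that split the 164 from the 96 also enter this comparison, which alone can move the medians apart. For the 96 genes, the interaction had a median of -0.62, or -0.60 with genes at the floor set to their limit. It was past the limits below 0 for 14 of them. In all, 293 genes were upregulated in the double mutant compared to *hlh-30* and 53 downregulated, and 180 and 864 in *hlh-30* compared to WT. Without *hlh-30* replicate 4, the first comparison gave 558 and 88.

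**Figure D2:**
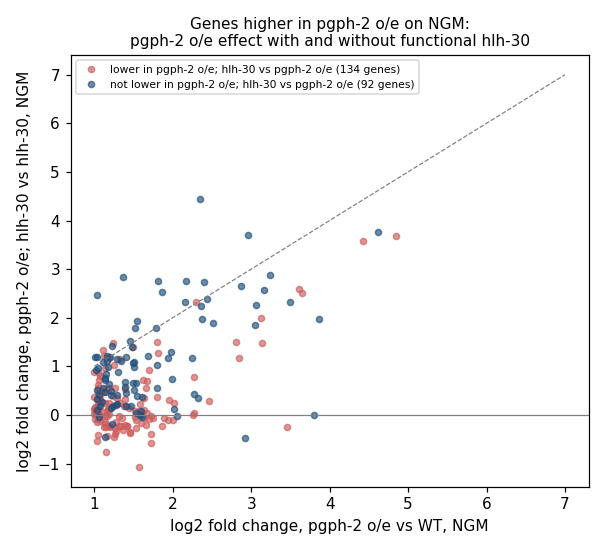
Log2 fold change of *pgph-2 o/e* over WT (x axis) and of *pgph-2 o/e; hlh-30* over *hlh-30* (y axis) on NGM for the genes upregulated in *pgph-2 o/e*. Points are genes and the dashed line marks equal changes, with red for those downregulated in the double mutant compared to *pgph-2 o/e* and blue for the others, with medians of 0.12 and 0.95 on the y axis. The double mutant libraries enter both the split by color and the y axis, which alone can move these medians apart.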

Overall, the data support the view that many genes induced by *pgph-2* overexpression require HLH-30 for their induction.

### PGPH-2 o/e activates autophagy in a TFEB/HLH-30-dependent manner

Recent extensive research highlights a critical role for autophagy in the promotion of healthy aging and the protection from metabolic and aging diseases^31,34,45–49^. Because HLH-30 appears to exert a critical role in the rewiring of gene expression in *pgph-2* o/e animals, we hypothesized that *pgph2 o/e* promotes healthy aging and protects from glucotoxicity via HLH30-dependent autophagy activation. Using the intestinal *LGG-1::mCherry* autophagy reporter, we observed that *pgph-2 o/e* increases autophagy both under normal and glucose-induced conditions (Fig. 4a, b). The increased autophagy in *pgph-2* o/e transgenic animals was not due to the transgene itself as control mCherry animals showed autophagy levels equivalent to WT (Supplementary Fig. 4b). To determine whether the accumulation of autophagosomes promoted by *pgph2 o/e* is due to active autophagic flux rather than impaired flux, we employed the dual tandem-tagged (mCherry/GFP) form of LGG-1 that enables the distinction between autophagosomes and autolysosomes^50^ (Supplementary Fig. 5a). Because the GFP tag is acid-sensitive and the mCherry tag is acid-insensitive, following the fusion of the autophagosome with the lysosome that leads to active autolysosomes, GFP is quenched, and only the mCherry signal is emitted. Therefore, in active autolysosomes red-only fluorescence is emitted, while in autophagososomes both signals are emitted (Supplementary Fig. 5a). We found a high number of autolysosomes (red puncta) in *pgph-2 o/e* animals in comparison to controls (Supplementary Fig. 5b). Importantly, blocking autophagy using *atg-7* RNAi, which removes a key component of the autophagy machinery impaired the autophagic flux to a similar extent both in *control* and *pgph-2 o/e* animals and led to a strong accumulation of autophagosomes (yellow puncta), indicating that the autophagic flux in *pgph-2 o/e* animals is more active and can be impaired by *atg-7* suppression (Supplementary Fig. 5b). Notably, in *pgph-2 o/e* animals autophagy was also induced in tissues other than the intestine, including muscle, vulval structure and hypodermal seam cells (Supplementary Fig. 6a). To determine whether HLH-30 is required for the enhanced autophagic activity mediated by *pgph-2 o/e*, we crossed the WT and *pgph-2 o/e* autophagy reporter strains to *hlh-30* mutants and assessed the number of autophagosomes in intestinal cells (Fig. 4c). We found that HLH-30 is required for the increased autophagic activity mediated by *pgph-2 o/e* both under normal and glucose excess conditions since the loss of *hlh-30* reduced the enhanced autophagic activity of *pgph-2 o/e* animal to a level comparable to single *hlh-30* mutant animals (Fig. 4c). Moreover, loss of *atg-18*, an important protein in the autophagic vesicle elongation process^46^, suppressed the healthspan and lifespan extension promoted by *pgph-2 o/e* under glucose excess conditions (Fig. 4d, e, Supplementary Fig. 4c and Supplementary Data 1). Loss of *atg-18* also abolished the *pgph-2 o/e*-mediated increased locomotion under glucose excess conditions also at day 4, an earlier time point where the animals with the mutant phenotypes are in a healthier state (Fig. 4d and Supplementary Fig. 4c). Altogether, the results demonstrate that *pgph-2* overexpression increases autophagy in an *hlh-30*-dependent manner which is required for the *pgph-2o/e*-mediated extension of healthspan and lifespan under glucotoxic conditions.

**Fig. 4:**
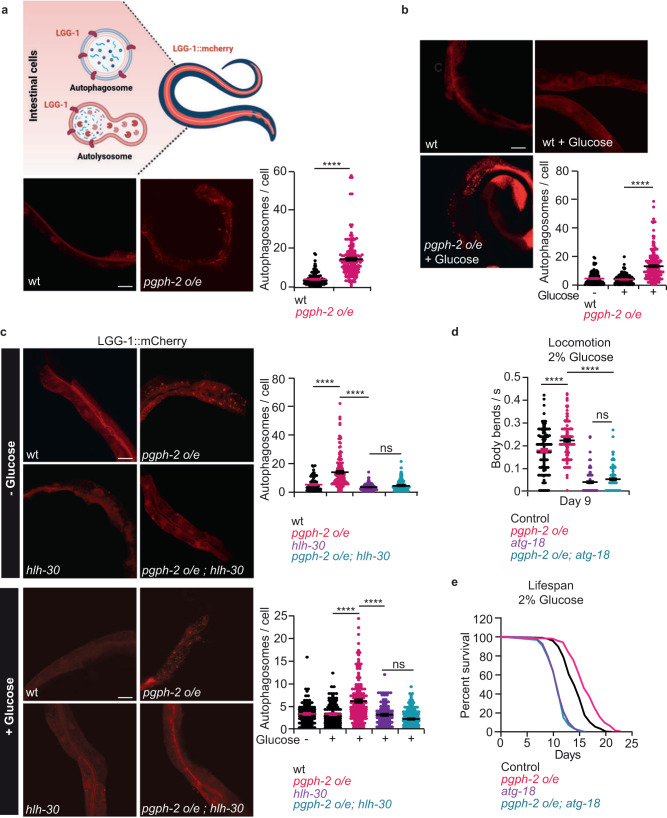
PGPH-2 o/e activates autophagy in an HLH-30-dependent manner. For all figure panels, **** represents *P* < *0.0001*. **a** Representative confocal images and quantification of LGG-1::mCherry puncta in the intestines of day 1 WT and *pgph-2 o/e* animals under normal growth conditions. The scale bar = 20 µm. Data is shown using dot plots with denoted mean ± SEM from three independent experiments. *P*-values are obtained by unpaired two-tailed Student’s *t*-test. Graphical representation created using Biorender.com. **b** Representative confocal images and quantification of LGG-1::mCherry puncta in the intestines of day 1 WT and *pgph-2 o/e* animals grown on plates supplemented with 2% glucose. Data is shown using dot plots with denoted mean ± SEM from three independent experiments. *P*-values are obtained by one-way ANOVA with the Bonferroni correction. The scale bar = 20 µm. **c** Representative confocal images and quantification of LGG-1::mCherry puncta in the intestines of day 1 WT, *pgph-2 o/e*, *pgph-2 o/e; hlh-30 (tm1978)*, and *hlh-30 (tm1978)* animals grown on normal growth condition or plates supplemented with 2% glucose. The scale bar = 20 µm. Data is shown using dot plots with denoted mean ± SEM from three independent experiments. *P*-values are obtained by one-way ANOVA with the Bonferroni test. **d** Locomotion analysis on day 9 of age, measured by body bends per second control, *pgph-2 o/e*, *pgph-2 o/e; atg-18 (gk378)*, and *atg-18 (gk378)* strains grown on plates supplemented with 2% glucose. Data is shown using dot plots with denoted mean ± SEM from three independent experiments. *P*-values are obtained by one-way ANOVA with the Bonferroni correction. Number of tracks is shown in datasource. **e** Lifespan of control, *pgph-2 o/e*, *pgph-2 o/e; atg-18 (gk378)*, and *atg-18 (gk378)* overexpressing animals on plates supplemented with 2% glucose. The number of separate lifespan experiments, animals and detailed statistics are shown in Supplementary Data 1. *P*-value is obtained using the two-sided Mantel–Cox test.

### PGPH-2 o/e activates the AMPK-HLH-30-autophagy signaling cascade to promote healthy aging under glucotoxic conditions

Several longevity-promoting pathways and notably the TOR nutrient-sensing pathway are primary regulators of TFEB/HLH-30 activity^31,51^. Under anabolic conditions, TOR phosphorylates TFEB and sequesters it in the cytoplasm, preventing the transcription of the CLEAR (Coordinated Lysosomal Expression and Regulation) network. In contrast, under catabolic conditions such as calorie restriction, TOR is inhibited, blocking energy-consuming pathways and activating energy-generating pathways to promote survival^32,34^. Under catabolic conditions, a Ca^2+^ flux to the cytosol derived from lysosomes activates calcineurin and leads to the dephosphorylation of TFEB and its translocation to the nucleus^32,34^. In the worm, TOR inhibition activates HLH-30 and extends healthspan and lifespan^31,52^. Using the *hlh-30p::hlh-30::GFP* reporter strain, we recapitulated that TOR inhibition increases nuclear translocation of HLH-30^31,43,51^. However, our data demonstrates that in animals with TOR suppression by RNAi, *pgph-2 o/e* further increases the HLH-30 nuclear translocation, suggesting that *pgph-2* o/e activates HLH-30 in a TOR-independent manner (Fig. 5a). Moreover, brood size was further decreased in *pgph-2 o/e* animals treated with TOR RNAi in comparison to *pgph-2 o/e* animals treated with empty vector (EV) RNAi, further supporting that the longevity pathway mediated by *pgph-2 o/e* is independent of TOR inhibition (Fig. 5b).

**Fig. 5:**
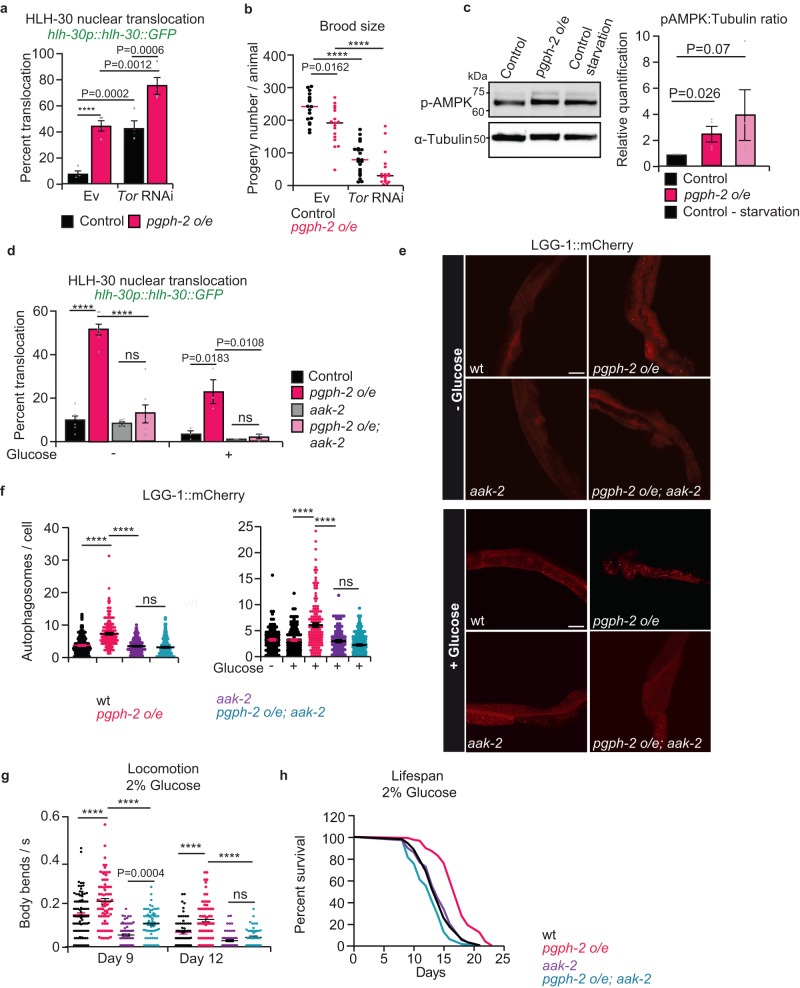
PGPH-2 o/e activates the AMPK-HLH-30-autophagy signaling cascade to promote healthy aging under glucotoxicity. For all figure panels, **** represents *P* < *0.0001*. **a** Percent nuclear translocation of HLH-30 in young adult control animals and *pgph-2 o/e* animals on EV or TOR RNAi conditions. Data represent mean ± SEM from four independent experiments. *P*-values are obtained by one-way ANOVA with Bonferroni correction. **b** Brood size as measured by the number of progeny per animal in control and *pgph-2 o/e* animals grown on Ev plates or TOR RNAi plates. Data represent mean ± SEM from four independent experiments. *P*-values are obtained by one-way ANOVA with Bonferroni correction. **c** Western blot analysis and quantification by Image J of pAMPK and Tubulin in control, *pgph-2 o/e*, and starved control animals. Data represent mean ± SEM from four independent experiments. *P*-value is obtained by unpaired one-tailed Student’s *t*-test. **d** Percent nuclear translocation of HLH-30 in young adult control, *pgph-2 o/e*, *pgph-2 o/e; aak-2 (ok524)*, and *aak-2 (ok524)* animals, grown on normal growth conditions or plates supplemented with 2% glucose. Data represent mean ± SEM from more than three independent experiments. *P*-values are obtained by one-way ANOVA with the Bonferroni correction. **e**, **f** Representative confocal images (**e**) and quantification of LGG-1::mCherry puncta (**f**) in the intestines of day 1 WT, *pgph-2 o/e*, *pgph-2 o/e; aak-2 (ok524)*, and *aak-2 (ok524)* animals grown on normal and 2% glucose conditions. Data is shown using dot plots with denoted mean ± SEM from three independent experiments. *P*-values are obtained by one-way ANOVA with the Bonferroni correction. The scale bar = 20 µm. **g** Locomotion analysis on days 9 and 12 of age in control, *pgph-2 o/e*, *pgph-2 o/e; aak-2 (ok524)*, and *aak-2 (ok524)* strains grown on plates supplemented with 2% glucose. Data is shown using dot plots with denoted mean ± SEM from three independent experiments. *P*-values are obtained by one-way ANOVA with the Bonferroni correction. **h** Lifespan of control, *pgph-2 o/e*, *pgph-2 o/e; aak-2 (ok524)*, and *aak-2 (ok524)* overexpressing animals on plates supplemented with 2% glucose. The number of separate lifespan experiments, animals and detailed statistics are shown in Supplementary Data 1. *P*-values are obtained using the two-sided Mantel–Cox test.

TFEB activation pathways other than the initially discovered TOR inhibition pathway have recently been discovered. Particularly, AMPK has been shown to phosphorylate TFEB in mammalian cells driving its nuclear translocation^53^. Our data indicate an increased activation of AMPK as phospho-thr172 levels are increased by overexpression of PGPH-2 (Fig. 5 and supplementary Fig. 6b). In *C. elegans*, loss of the AMPK catalytic subunit *aak-2*, suppresses the translocation of HLH-30 during *S. aureus* infection^43^. We observed that loss of *aak-2* suppresses the increased HLH-30 nuclear translocation mediated by *pgph-2 o/e* both under normal and glucose excess conditions (Fig. 5d). Moreover, loss of *aak-2* completely suppressed the increased autophagic activity mediated by *pgph-2* o/e both under normal and excess glucose conditions (Fig. 5e, f). Importantly, AAK-2 is required for the protection from glucotoxicity mediated by *pgph-2 o/e* since its loss, strongly suppressed the extension of lifespan and healthspan phenotypes under glucotoxic conditions (Fig. 5g, h and Supplementary Data 1). Overall, the data demonstrate that *pgph-2 o/e* activates an AMPK signaling cascade which then transduces a catabolic signal that constitutively induces the HLH-30 nuclear translocation and autophagy to promote healthspan and lifespan under excess glucose condition.

### Metabolomics analysis in *pgph-2* overexpressing animals

To determine whether the activation of the glycerol shunt leads to a severe drop in the levels of amino acids and TCA cycle intermediates in an analogy of a severe effect of calorie restriction, we used a metabolomics approach and assessed metabolite levels in control and *pgph-2 o/e* animals both under normal growth and excess glucose conditions. Since *pgph-2 o/e* activates AMPK and because AMPK is activated by a rise in the AMP/ATP and ADP/ATP ratios^54–56^, we aimed to examine whether changes in the AMP, ADP and ATP levels could explain the enhanced activity of the enzyme. However, the AMP, ADP and ATP levels remained unchanged in the absence or presence of excess glucose (Fig. 6), indicating that changes in adenine nucleotide levels cannot explain the enhanced AMPK activity in *pgph-2 o/e* animals. As expected, Gro3P content was reduced upon *pgph-2* overexpression. Examination of other metabolites indicated that the levels of Krebs cycle intermediates, some amino acids, cAMP, NAD, NADH, NADP, NADPH and acetyl-CoA remained unchanged, indicating no gross alteration in intermediate metabolism in these animals (Fig. 6 and Supplementary Fig. 7a). The DHAP/Gro3P and pyruvate/lactate ratios were higher supporting the view that the cytosolic NAD^+^/NADH ratios were increased to support high glycolytic flux. For reasons which are uncertain, GTP and GDP levels under glucose excess conditions were higher in *pgph-2* o/e animals, but this also supports the view of enhanced glucose metabolism in these animals. The GSH/GSSG ratio, an antioxidant marker, was significantly increased in *pgph-2 o/e* animals in comparison to the controls under glucotoxic conditions, further supporting enhanced glucose metabolism in these animals under nutrient-rich conditions. Overall, the metabolomics data indicates that *pgph-2 o/e* does not cause reduced intermediate metabolism but rather enhanced metabolism despite the constant drainage of Gro3P to glycerol.

**Fig. 6:**
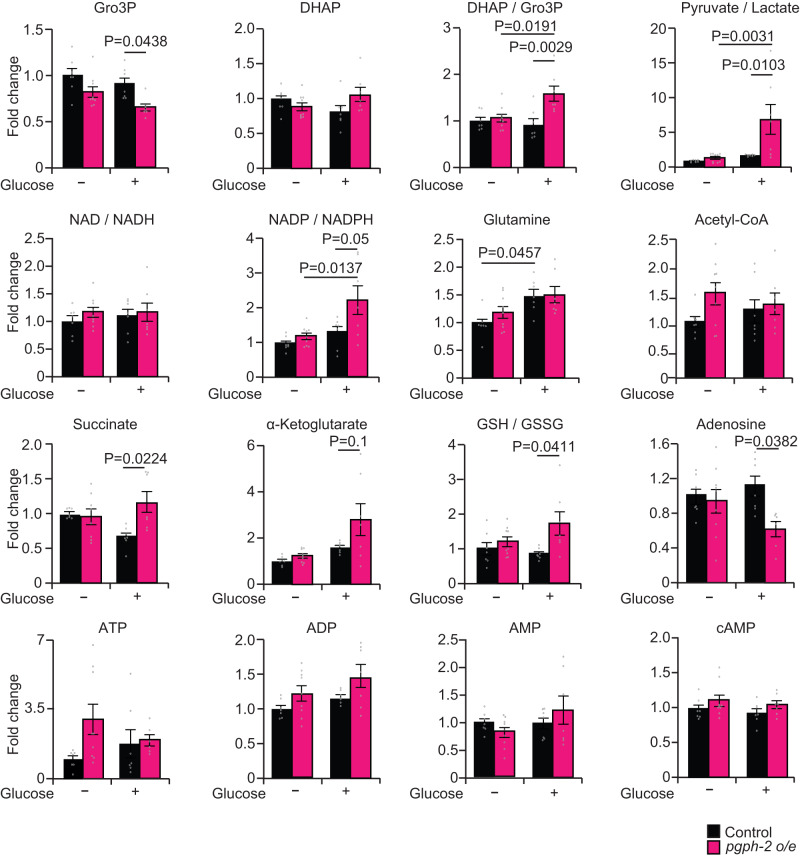
Metabolomics analysis in *pgph-2 o/e* animals. Relative metabolite levels and ratios of some metabolites in synchronized L4/young adult control and *pgph-2 o/e* animals grown on NGM plates or plates supplemented with 2% glucose. Data represent mean ± SEM from two independent experiments (control; *n* = 7, *pgph-2 o/e;* *n* = 9, control—2% Glucose; *n* = 7, *pgph-2 o/e*—2% Glucose*;* *n* = 7). *P*-values are obtained by one-way ANOVA with the Bonferroni correction.

### PGPH-2o/e reduces glycogen stores to activate an AMPK-dependent/HLH-30/autophagy cascade

AMPK is an energy sensor that activates catabolic pathways upon decreases in energy levels^56^. Since the [AMP:ATP] as well as [ADP:ATP] ratios are not increased in *pgph-2 o/e* animals in comparison to controls both under normal and high glucose conditions, we asked how is AMPK activated independently of a change in energy drop? Recent work has shown that the AMPK-mediated energy-sensing mechanism is not restricted to a drop in energy levels. Particularly, the regulatory beta subunit of AMPK has a glycogen binding domain^57^. A growing body of research revealed an interchangeable physical and functional interaction between glycogen availability and the AMPK-dependent regulation of whole-body metabolism^57^. Specifically, high glycogen content inhibits AMPK activity, and glycogen depletion activates AMPK^58^. We observed that the overexpression of *pgph-2* strongly decreased glycogen levels both under normal growth and glucotoxic conditions (Fig. 7a, b). To determine whether the catabolic signaling cascade (HLH-30-autophagy) downstream AMPK is activated because glycogen levels are chronically depleted in *pgph-2 o/e* animals, we inhibited glycogen phosphorylase, the enzyme that catalyzes the rate-limiting step of glycogen degradation or glycogenolysis, using *pygl-1* RNAi (Fig. 7c). Inhibition of *pygl-1* abrogated the chronic depletion of glycogen stores in *pgph-2 o/e* animals as glycogen levels were restored to control levels in *pgph-2 o/e* animals treated with *pygl-1* RNAi (Fig. 7d). Also, the inhibition of glycogen degradation significantly decreased the *pgph-2 o/e*-dependent HLH-30 nuclear translocation both under normal and excess glucose conditions (Fig. 7e). Autophagy levels were also strongly reduced in *pgph-2 o/e* animals treated with *pygl-1* RNAi under normal growth and glucotoxic conditions (Fig. 7f). Importantly, inhibition of *pygl-1* abolished the enhanced healthspan both at an early age (day 4; Supplementary Fig. 7b) and older age (Fig. 7g), and lifespan (Fig. 7h) under glucotoxic conditions in *pgph-2* o/e animals (Supplementary Data 1). Altogether, the results demonstrate that glycogen depletion drives the activation of the downstream AMPK-TFEB-autophagy-healthy aging signaling cascade in *pgph-2 o/e* animals.

**Fig. 7:**
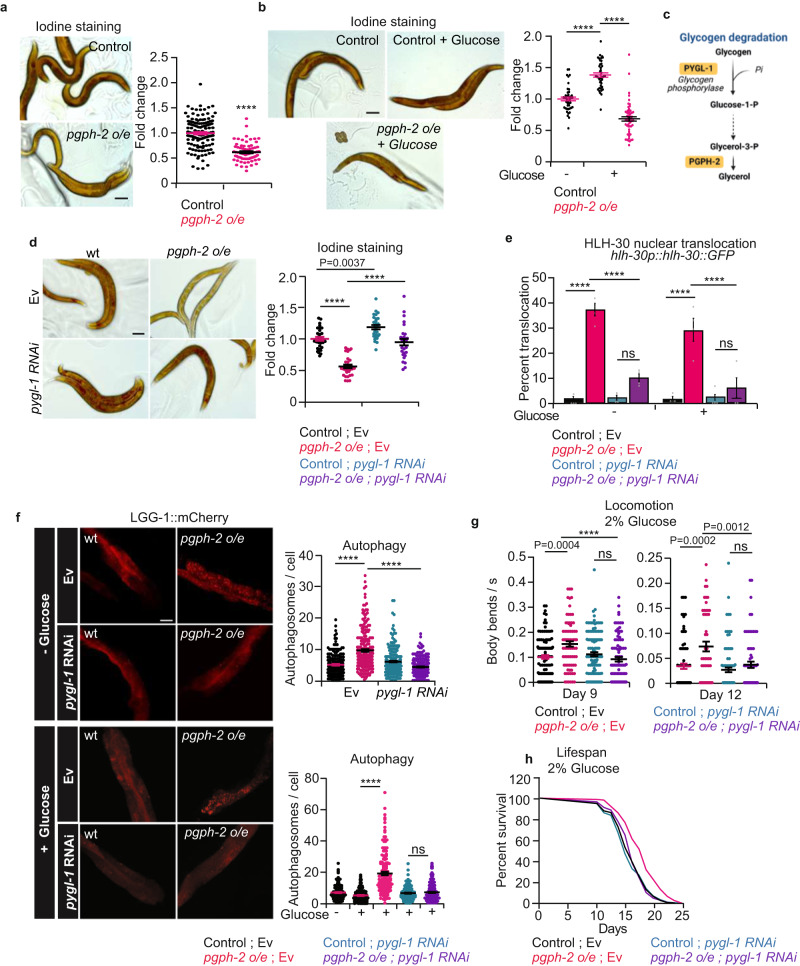
PGPH-2 o/e reduces glycogen stores to activate an AMPK-dependent/HLH-30/autophagy cascade. For all figure panels, **** represents *P* < *0.0001*. **a**, **b** Representative iodine staining images and quantification in control and *pgph-2* o/e animals in normal growth conditions (**a**) and plates supplemented with 2% glucose (**b**). The scale bar = 50 µm. Data represent mean ± SEM from three independent repeats. *P*-values are obtained using two-sided unpaired Student’s *t*-test (**a**) and one-way ANOVA with Bonferroni correction (**b**). The scale bar = 50 µm. **c** Glycogen degradation pathway. **d** Representative iodine staining images and quantification in WT and *pgph-2* o/e exposed to Ev and *pygl-1* RNAi. Data represent mean ± SEM from three independent repeats. *P*-values are obtained using one-way ANOVA with Bonferroni correction. **e** HLH-30 nuclear translocation in WT and *pgph-2* o/e animals expressing the HLH-30::GFP transgene exposed to Ev and *pygl-1* RNAi for two generations and grown on normal conditions or excess glucose conditions. Data represent mean ± SEM from three independent experiments. *P*-values are obtained using one-way ANOVA with Bonferroni correction. **f** Representative confocal images and quantification of LGG-1::mCherry puncta in the intestines of day 1 WT and *pgph-2* o/e exposed to Ev and *pygl-1* RNAi for two generations and grown on normal or excess glucose conditions. Data represent mean ± SEM from three independent experiments. *P*-values are obtained using one-way ANOVA with Bonferroni correction. The scale bar = 20 μm. **g** Locomotion analysis on days 9 and 12 of age, measured by body bends per second in control and *pgph- 2* o/e exposed to Ev and *pygl-1* RNAi bacteria and grown on plates supplemented with 2% glucose. Data is shown using dot plots with denoted mean ± SEM from three independent experiments. *P*-values are obtained using one-way ANOVA with the Bonferroni correction and exact number of tracks is indicated in datasource. **h** Lifespan of control and *pgph-2* o/e exposed to Ev and *pygl-1* RNAi bacteria and grown on plates supplemented with 2% glucose. *P*-value is obtained using the two-sided Mantel–Cox test.

## Discussion

Here, we unveil the mechanism by which the activation of PGPH-2/G3PP in *C. elegans* extends healthpsan and lifespan primarily under glucotoxic conditions. We demonstrate that the overexpression of PGPH-2 mimics in part the beneficial effects of CR, particularly under excess glucose, by depleting glycogen stores leading to the constitutive activation of the AMPK-TFEB-autophagy axis, promoting healthy aging and the protection from glucotoxicity (Fig. 8). In brief, the evidence for this is that: (1) PGPH-2 o/e activates AMPK and induces the nuclear translocation of HLH-30. (2) PGPH-2 o/e activates the autophagic flux in an AMPK and HLH-30-dependent manner and loss of AMPK, HLH-30 and autophagy in animals overexpressing *pgph-2* abrogates the enhanced healthy longevity and protection from glucotoxicity phenotypes. (3) The PGPH-2-mediated regulation of the HLH-30 nuclear translocation, autophagy and protection from glucotoxicity depend on the chronic glycogen breakdown by glycogen phosphorylase.

**Fig. 8:**
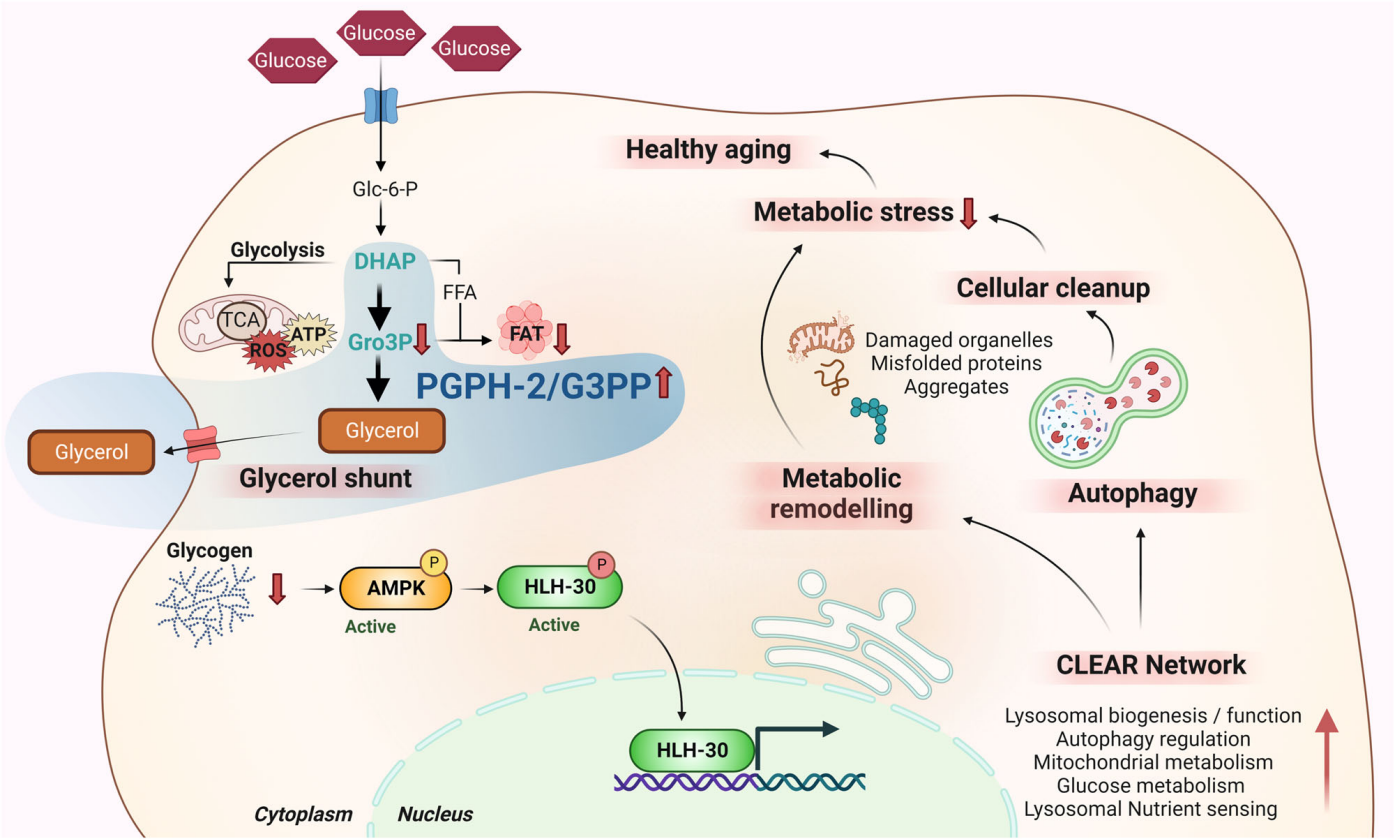
Graphical representation of the study findings. In this work, we unveil the mechanism whereby G3PP activation mimics in part the beneficial effects of calorie restriction, without the caveats of calorie intake restriction and significant reduced fertility, to promote healthy aging and lifespan extension, particularly in glucose-excess conditions. Specifically, we demonstrate that the overexpression of the major worm G3PP homolog, PGPH-2, activates the AMPK-TFEB/HLH-30-autophagy axis, three key longevity factors and attractive therapeutic venues to treat metabolic diseases that appear with age. In addition, we show that the initial step that triggers the activation of this signaling cascade is the chronic depletion of glycogen stores mediated by *pgph-2 o/e*. Figure created using Biorender.com.

HLH-30 has been shown to be required for the extension of lifespan promoted by longevity genetic mechanisms such as TOR inhibition, CR, mild mitochondrial metabolism impairment and downregulated insulin signaling^30,31^. However, the role of HLH-30 in the protection from glucotoxicity has not been previously addressed. While HLH-30 is critical to survive stresses such as starvation or pathogen infection^37,38,43,59^, our data demonstrates that its loss does not shorten the lifespan under excess glucose stress conditions in WT animals, but that HLH-30 expression is necessary for lifespan extension in *pgph-2 o/e* animals under glucotoxic conditions. This suggests that under excess glucose, WT animals rely on mechanisms independent of HLH-30 activation to ensure survival. In contrast to the results obtained with the loss of *hlh-30* in WT animals, loss of *atg-18* alone, a major component of the autophagy machinery, strongly decreased survival under glucotoxic conditions in comparison to WT animal, highlighting an important role for autophagy per se, and not HLH-30 per se, as a potent damage-repair or prevention mechanism under glucotoxicity. Thus, the diminution of lifespan due to glucotoxicity in WT animals appears to be independent of HLH-30, whereas the prolongation of lifespan promoted by *pgph-2 o/e* requires HLH30. In addition, our data indicate that both HLH-30 and autophagy are needed for the mode of action of PGPH-2 to enhance lifespan under glucotoxicity, but suggests the existence of HLH-30-independent autophagy activation mechanisms to promote longevity under excess glucose in WT animals.

We show that autophagy is particularly induced in the intestine of *pgph-2* overexpressing animals, but the type of activated autophagy (macroautophagy, lipophagy, aggrephagy, mitophagy, etc.) remains to be defined. Fat levels are strongly decreased in *pgph-2 o/e* animals, and RNA-seq experiments indicate that genes involved in lipid catabolism are constitutively induced, which may hint at an increased lipophagy by *pgph-2 o/e* but the contribution of lipophagy per se to fat loss by overexpression of *pgph-2* requires further exploration. 

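Lipase genes were also compared on 2% glucose. Of 19 tested between *pgph-2 o/e* and WT, 5 were upregulated, where 1.03 would be by chance (one-sided Fisher's exact test, Benjamini-Hochberg adjusted P = 0.00901). These were *lips-11*, *lips-6*, *lips-17*, *lips-1* and *fil-1*, with log2 fold changes of 2.56, 1.65, 1.49, 1.29 and 1.21 and adjusted P values of 0.000378, 0.0207, 0.000366, 0.0141 and 0.0101 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The genes *lipl-1*, *lipl-2* and *lipl-3*, which were upregulated on NGM, changed by 0.31, 0.68 and 0.51 on glucose (adjusted P = 0.362, 0.369 and 0.0518). Their interactions of *pgph-2 o/e* with glucose were -3.20, -1.71 and -2.30 (adjusted P = 1.33e-05, 0.0481 and 4.66e-05). Of the 24 hydrolase and lipid genes of Fig. 3e, 8 were downregulated on glucose and *lips-11* alone was upregulated. The interaction with glucose was below 0 at an adjusted P of at most 0.05 for 20 of these 24, with a median of -1.71. The study picked these genes from the same NGM libraries, so that count is not independent evidence.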

Based on our previous work^7^, the decreased fat accumulation in *pgph-2 o/e* animals is at least in part due to a decreased Gro3P-mediated lipogenesis rather than an increased lipolysis and triglycerides breakdown^7^. Other genetic and pharmacological interventions highlight also the relationship between fat levels and effects on lifespan and autophagy in *C. elegans*. Autophagy, and particularly lipophagy, has been clearly shown to play an important role in fat degradation. For instance, *eat-2* mutant animals^60,61^, pharmacological or genetic AAK-2 (AMPK) activation^62–66^, TOR RNAi^31,67^, dietary restriction conditions display increased autophagy, decreased fat levels, and an extension of lifespan. However, while this sequence of processes has been observed in *C. elegans*, it did not always prove to be true, supporting the existence of additional regulatory events that link fat catabolism to autophagy and lifespan. For instance, *daf-2* mutant animals (Insulin-signaling-like receptor) display higher fat content than wild-type and also heightened autophagy and extended lifespan.

The role of glycogen in the maintenance of energy balance and the pathophysiology of aging has also recently received attention. Multiple studies in *C. elegans* have emphasized the distinct roles of glycogen reserves in stress resistance versus healthy longevity^68,69^. While glycogen increases survival, particularly under emergency conditions such as heat thermotolerance, oxidative or osmotic stress^69–72^, its accumulation in normal aging has been shown to shorten lifespan, as reduced glycogen synthesis induced a shift from glycogen to trehalose and extended *C. elegans* lifespan^68,73^. In the present study, we show that the activation of the PGPH-2 significantly reduces glycogen levels and that the inhibition of glycogen degradation fully abrogates the protection from glucotoxicity phenotype mediated by *pgph-2 o/e*.

What is the physiological relevance of increased levels of *pgph2* as it may relate to AMPK activity and CR? 

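Relative to the mean of WT on NGM, *eat-2* mRNA was at 2.21 ± 0.214 (SD, n = 4) in *pgph-2 o/e* on 2% glucose and at 0.664 ± 0.123 in WT on glucose. The ratio of *pgph-2 o/e* to WT on glucose was 3.33 ± 0.323. On NGM, *pgph-2 o/e* was at 0.964 ± 0.408 of WT, where the WT libraries themselves had an SD of 0.558. In *hlh-30* animals it was at 1.49 ± 0.646 on NGM and 1.95 ± 0.554 on glucose, and in the double mutant at 1.88 ± 0.688 and 1.79 ± 0.702.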

Noticeably, we show that *pgph-2 o/e* increases *eat-2* mRNA levels by twofold in conditions of excess glucose, which is in accordance with increased pharyngeal pumping observed in *pgph-2 o/e* animals under glucose conditions. Data from previously published transcriptomics data^61,63^ showed that both *eat-2* mutation (as a CR model) and activation of AAK-2, in fact, downregulate *pgph-2* gene expression levels. This is physiologically relevant as *pgph2* o/e and the glycerol shunt act as a glucose excess detoxification machine, and upon CR or enhanced AMPK activation, this pathway should be shut off.

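The 26 genes of carbohydrate binding and innate immunity named in Fig. 3e were compared on 2% glucose as well. Of 25 tested, 17 were higher in *pgph-2 o/e* than in WT, with a median log2 fold change of 0.52 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). There, 10 were upregulated, and *clec-70* and *clec-91* were downregulated (log2 fold changes -1.32 and -1.19, adjusted P = 0.00184 and 0.0151). The interaction of *pgph-2 o/e* with glucose had a median of -1.21 over this list. At an adjusted P of at most 0.05, it was below 0 for 20 of the 26 genes and above 0 for F55G11.4 (0.45, adjusted P = 0.0159). Adjusted over the list alone, it was below 0 for 22. These counts are not independent evidence, because the study picked the list from these libraries. For *lys-7*, the log2 fold change on glucose was 2.69 (standard error 0.10, adjusted P = 3.18e-07).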

The innate immune response genes are constitutively activated by *pgph-2* o/e, further supporting the CR-mimetic role of the glycerol shunt in promoting healthy aging. In accordance, recent advances highlight the role of CR in activating the innate immune response and the association between innate immunity and healthy longevity across taxa^20,39–42,74^. HLH-30/TFEB and DAF-16/FOXO have been demonstrated to act as combinatorial transcription factors to promote resistance to stress and extend lifespan^30^. Our data demonstrate that the healthy lifespan extension under excess glucose mediated by overexpression of *pgph-2* depends on HLH-30 and does not require DAF-16 nor EAT-2, suggesting that the activation of the glycerol shunt promotes longevity through a distinct non-canonical genetic pathway.

To our surprise, despite the strong depletion of fat and glycogen energy reserves in *pgph-2* overexpressing conditions, the AMP:ATP and ADP:ATP ratios were not significantly increased, suggesting that the animals may be relying on ATP-producing catabolic pathways other than lipolysis and glycogenolysis. The autophagy activation in *pgph-2* overexpressing conditions may explain this observation. In fact, lysosomes are known to contain various types of hydrolases, including proteases, lipases, glycosidases and the autophagic breakdown of macromolecules to maintain energy balance^75^. In support that the *pgph-2 o/e* and activation of the glycerol shunt does not lead to energy crisis, the levels of most TCA cycle intermediates, amino acid and nucleotides were not altered in *pgph-2 o/e* animals, and of interest, metabolites such as pyruvate, succinate and α-ketoglutarate were significantly heightened. In accordance, increased levels of pyruvate have been reported in CR *C. elegans* models^76^, and the feeding of the worms with succinate, α-ketoglutarate and pyruvate has been shown to promote lifespan extension in *C. elegans*^76,77^. Recent work provided evidence that the mechanism of lifespan extension by α-ketoglutarate in *C. elegans* involved the coordination of the NAD^+^-SIRT1 signaling and peroxisomal function^78^.

AMPK is a master regulator of energy homeostasis and the balance between AMPK activation and TOR inhibition orchestrates downstream metabolic signaling pathways that determine cellular fate^55,56^. Genetic or pharmacological AMPK activation or TOR inhibition has been shown to prolong healthy lifespan and increase resistance to various stresses in several model organisms^79–83^. In *C. elegans*, impaired glucose metabolism or glucose restriction activates AMPK via a mitohormesis, ROS-mediated pathway^84^. Also, recent work has identified a new AAK-2a isoform that functions exclusively in the neurons to mediate glucose-restriction-induced longevity, distinct from classical dietary restriction^85^. Our data show that the overexpression of PGPH-2 activates AAK-2 to increase healthspan and lifespan, particularly under glucotoxic condition. Importantly, strategies to activate AMPK to mimic starvation and activate lysosomal catabolic pathways are being explored in model organisms for translational benefits to humans. An aldolase inhibitor that reduces the catalysis of fructose-biphosphate to glyceraldehyde-3-phosphate, leading to reduced DHAP and Gro3P levels, has been recently shown to activate lysosomal AMPK and promote healthspan and lifespan both in mice and worms^86^. In accordance, aldolase mutation in *C. elegans* which diminishes DHAP levels has been shown to restore the glucose-mediated short lifespan to normal while DHAP treatment greatly shortened lifespan^87^. Linking nutrient sensing to gene expression regulation, AMPK and mTOR regulate oppositely TFEB to rewire metabolism and induce the transcription of lysosomal, autophagy, and metabolic genes^32,43,51,53,59,88,89^. We showed that the nuclear translocation of HLH-30 by overexpression of PGPH-2 is not mediated by TOR suppression but rather requires AMPK activation to activate autophagy and promote a healthy lifespan under glucotoxic conditions.

The data presented in this study differ slightly from what we have previously reported using extrachromosomal array transgenes to overexpress PGPH-2^8^. While we have previously observed a very small but significant increase in lifespan under normal conditions and no reduction in brood size, our data here show that lifespan under normal conditions is unchanged and brood size is minimally but significantly decreased by PGPH-2 o/e. A stable and stronger expression of *pgph-2* in the integrated transgenic strains^7^ likely explains the discrepancy in these phenotypes. Thus, with higher *pgph2* expression and glycerol shunt activation, it is anticipated that the animals will have a stronger depletion of energy stores, under normal conditions in comparison to excess glucose conditions. Particularly, fat and glycogen depots, which are critical for survival and reproduction, are strongly depleted in normal conditions and less reduced in glucotoxic conditions, which may explain the dichotomy in the outcome of *pgph-2 o/e* on lifespan. Also, the transcriptomics data hint at differences in *pgph-2o/e*-mediated gene expression regulation between normal and glucose excess conditions. RNA-seq volcano plots show a high number of differentially regulated genes in glucotoxic and not in normoxic conditions, and the heat map representations reveal that ROS detoxification and unfolded protein response pathways, for instance, are only differentially regulated by PGPH-2 o/e in glucotoxic and not in normoxic conditions.

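Supplementary Fig. 3d names 16 genes of the unfolded protein response and 17 of ROS detoxification. On 2% glucose, all 16 and all 17 were upregulated in *pgph-2 o/e* compared to WT, with median log2 fold changes of 1.51 and 1.73 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). On NGM, none of the 15 tested genes of the first list was differentially expressed (median -0.27), and 2 had an unadjusted P below 0.05, both lower in *pgph-2 o/e*. None of the 17 ROS detoxification genes was differentially expressed on NGM (median -0.19), where 1 was higher and 4 lower at an unadjusted P below 0.05. Of these, *pxn-2* was lower with an adjusted P of 0.0424 (log2 fold change -0.86). The interaction of *pgph-2 o/e* with glucose was past the limits above 0 for 14 of the 16 genes and 16 of the 17, with medians of 1.72 and 2.09. Adjusted over the list alone, it was above 0 for 15 and 16. The study chose both lists on the glucose libraries that enter this interaction, so the counts are not independent evidence. In *hlh-30* animals compared to WT on glucose, 13 genes of each list were also upregulated.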

CR has proven to be the most robust intervention that delays the onset of age-related diseases and compresses the years of decay in multiple organisms, including mammals and humans^11,42,79,83,90,91^. However, CR reduces fertility and is hard to pursue and achieve. Mimetics of CR that would promote the beneficial effects of CR without its associated caveats have clinical importance and are actively searched. A very attractive aspect of the glycerol shunt as a new target for healthspan is that the beneficial effects of PGPH-2 overexpression occurred at the same or even increased food intake in worms with unchanged^7^ or mild reduction in fertility (current study).

It has become apparent that the AMPK-TFEB-autophagy axis is a main driver of healthy aging, particularly in CR conditions. From a therapeutic and drug discovery point of view, activators of AMPK, TFEB, and autophagy have been designed and are being actively considered to extend healthspan and to treat metabolic aging diseases, including neurodegenerative disorders. The finding reported in this study, that the enhanced activity of G3PP and of the glycerol shunt leads to constitutive activation of AMPK, TFEB, and autophagy, three key evolutionarily conserved longevity-promoting factors, sheds light on an unexplored role of G3PP and the glycerol shunt in the protection against aging-associated diseases and the promotion of healthy aging in disease contexts such as metabolic disorders associated with nutrient excess, atherosclerosis, and neurodegenerative disorders.

## Methods

### *C. elegans* strains, maintenance and RNAi interference

Nematodes strains were maintained and synchronized using standard culture methods^92^. All experiments were conducted at 20 °C unless noted otherwise. Strains used in this study are available in Supplementary Data 11. For normal growth conditions, OP50 *E. coli* strain was used. For all RNAi experiments, phenotypes were scored with the F2 generation unless noted otherwise and HT115 bacteria transformed with empty vector were used as control.

### Synchronization methods

Two synchronization methods were used. For experiments that require a small number of progeny, including lifespan, locomotion, glucotoxicity, brood size, pharyngeal pumping, HLH-30 nuclear translocation and the confocal imaging of the autophagy reporter strains, animals were synchronized by transferring 5–8 gravid hermaphrodites to fresh agar plates to permit egg laying for few hours, then the hermaphrodites were removed, and eggs were allowed to hatch and grow until they reached the experimental stage. For biochemical experiments, including RNA extraction and sequencing and metabolite measurement experiments, the nematodes were synchronized by the standard hypochlorite bleaching method^93^.

### Construction of the stable transgenic *pgph-2 o/e* strain

The overexpressing *pgph-2* plasmids were generated using Clontech In-Fusion PCR Cloning Kit according to the manufacturer’s protocol^94^. The promoter region and genes were amplified from N2 worm genomic DNA and were cloned into ppD49.26 vector using *sbf-1* and *kpn-1* cloning sites. Cloning mixtures were transformed using stellar competent cells according to the manufacturer’s protocol. Then, 10 ng/µl of plasmid DNA, 20 ng/µl mCherry, and 170 ng/µl pbluescript were injected into worm gonad arms of WT worms, and the positive lines were maintained after transmission to the F3 generation. The transgene was then integrated using UV irradiation according to protocol^24^.

### Lifespan and glucose toxicity assays

All lifespan and glucose toxicity curves were performed at 20 °C. Briefly, *C. elegans* nematodes were synchronized as described above. For glucose toxicity, the animals were constantly transferred to *E. coli*-seeded agar plates supplemented with 2% glucose. Three days after egg preparation, around 120 animals were manually transferred (40 animals per plate in triplicates) to fresh plates. Worms were transferred daily for the first week and every other day afterward until the aged population was well separated from growing larvae. Worms were scored daily and were considered alive if they responded to gentle tapping with a platinum wire. Worms that crawled off the plate or died from bagging or internal hatching were censored from the analysis.

### Locomotion assays

Along with the lifespan and glucose toxicity assays, the locomotion behaviors of the nematodes were filmed for 30 seconds at days 9 and 12 from adulthood, unless indicated otherwise, using the Wormlabsystem (MBF Bioscience), version 2018. Worms on the plates were tracked and the number of body bends was manually assessed and divided by the time of the movie clip.

### Pharyngeal pumping

Pharyngeal pumping rates were measured by counting the number of grinder movements per 30 seconds  using a stereomicroscope at indicated age, which is days from adulthood and not days from birth. The worms were always on a lawn of food at rest. Pharyngeal pumping rates were measured in at least 10 worms per condition for every independent repeat.

### Brood size

Single L4 animals were transferred to fresh agar plates seeded with *E. coli* OP50 bacteria. The animals were transferred individually to fresh plates every day until they stopped laying eggs after 5–6 days. The progeny number was counted 2 days after egg laying, and the brood size was determined by the sum of the number of progeny produced by individual hermaphrodite.

### Autophagy counts in intestinal cells

Worms were synchronized on standard NGM plates until the young adult stage was reached. On the day of the experiment, 15–20 animals were mounted on 2% agarose slides and immobilized with 5 mM Levamisole dissolved in M9 buffer. In vivo confocal fluorescent imaging was then performed using a Leica confocal microscope, and images were further analyzed. Intestinal cells were then delineated, and the number of LGG-1::mCherry autophagosomes per intestinal cell was counted by three independent researchers and the average of the counts was calculated. Experiments were repeated independently more than three times.

### HLH-30 nuclear translocation

The nuclear localization of HLH-30::GFP was visualized with a Leica fluorescence dissecting microscope. About 30 animals were used per condition, and the percentage of animals showing the nuclear translocation was counted.

### RNA extraction and purification

Synchronized young adult nematodes were harvested, washed with M9, and flash-frozen in liquid nitrogen. RNA was extracted using Trizol and purified using QIAGEN RNeasy columns. RNA samples were processed for RNA-seq analysis at Novogene Inc.

### RNA-seq library preparation

A total amount of 1 µg RNA per sample was used as input material for the RNA sample preparations. Sequencing libraries were generated using NEBNext® Ultra™ RNA Library Prep Kit for lliumina® (NEB, USA) following the manufacturer’s recommendations, and index codes were added to attribute sequences to each sample. Briefly, mRNA was purified from total RNA using poly-T oligo-attached magnetic beads. Fragmentation was carried out using divalent cations under elevated temperature in NEBNext First Strand Synthesis Reaction Buffer (5X) or by using sonication with Diagenode bioruptor Pico for breaking RNA strands. First-strand cDNA was synthesized using a random hexamer primer and M-MuLV Reverse Transcriptase (RNase H). Second-strand cDNA synthesis was subsequently performed using DNA Polymerase I and RNase H. Remaining overhangs were converted into blunt ends via exonuclease/polymerase activities. After adenylation of the 3’ ends of DNA fragments, NEBNext Adaptor with hairpin loop structure was ligated to prepare for hybridization. In order to select cDNA fragments of preferentially 150–200 bp in length, the library fragments were purified with the AMPure XP system (Beckman Coulter, Beverly, USA). Then 3 µI USER Enzyme (NEB, USA) was used with size-selected, adapter-ligated cDNA at 37 °C for 15 min followed by 5 min at 95 °C before PCR. Then PCR was performed with Phusion High-Fidelity DNA polymerase, Universal PCR primers and Index (X) Primer. At last, PCR products were purified (AMPure XP system), and library quality was assessed on the Agilent Bioanalyzer 2100 system. The clustering of the index-coded samples was performed on a cBot Cluster Generation System using PE Cluster Kit cBot-HS (Illumina) according to the manufacturer’s instructions. After cluster generation, the library preparations were sequenced on an Illumina platform, and paired-end reads were generated.

### RNA-seq data analysis

Raw data (raw reads) of fastq format were first processed through in-house perl scripts. In this step, clean data (clean reads) were obtained by removing reads containing adapter, reads containing ploy-N and low-quality reads from raw data. At the same time, Q20, Q30 and GC content the clean data were calculated. All the downstream analyses were based on the clean data with high quality. Reference genome and gene model annotation files were downloaded from the genome website directly. Index of the reference genome was built using Hisat2 v2.0.5, and paired-end clean reads were aligned to the reference genome using Hisat2 v2.0.5. We selected Hisat2 as the mapping tool for that Hisat2 can generate a database of splice junctions based on the gene model annotation file and thus a better mapping result than other non-splice mapping tools. The mapped reads of each sample were assembled by StringTie (v1.3.3b) in a reference-based approach. Feature Counts v1.5.0-p3 was used to count the reads numbers mapped to each gene. And then FPKM of each gene was calculated based on the length of the gene and reads count mapped to this gene. FPKM, the expected number of Fragments Per Kilobase of transcript sequence per Millions base pairs sequenced, considers the effect of sequencing depth and gene length for the reads count at the same time and is currently the most commonly used method for estimating gene expression levels. We used four biological replicates per condition with eight groups. With 32 samples, four replicates per condition for eight conditions, assuming a medium effect size of 0.25, there is 83.7% power for rejecting the null hypothesis when, in fact, it is false (avoid Type II error). This percentage falls within the acceptable norm (80–90%)^95,96^. Differential expression analysis of two conditions/groups (four biological replicates per condition) was performed using the DESeq2 R package (1.20.0). DESeq2 provides statistical routines for determining differential expression in digital gene expression data using a model based on the negative binomial distribution. The resulting *P*-values were adjusted using Benjamini and Hochberg’s approach for controlling the false discovery rate. Genes with an adjusted *P*-value ≤0.05 found by DESeq2 were assigned as differentially expressed. Gene ontology analysis was performed using g:Profiler. For all the software names and versions used for RNA-seq data processing, please see Supplementary Data 12.

### Oil red O staining

Oil red O staining was performed as previously described with small modifications^59^. Briefly, synchronized young adult animals were collected with M9 buffer and washed twice with PBS1x-0.01% triton X. Animal pellets were treated for 15 min with PBS1x, 0.01% triton X, 60% isopropanol solution and transferred to Eppendorff tubes and incubated in 60% oil red O solution overnight. The oil red O stock solution was equilibrated for more than 3 days, and the 60% diluted solution was equilibrated overnight and filtered two times on the day of the experiment. Images were taken using a Leica microscope and were analyzed using image J.

### Immunoblotting

For the phospho-AMPK immunoblotting, synchronized young adult animals were harvested and washed three times with M9 buffer and pellets were flash-frozen in liquid nitrogen. Pellets were then lysed in the AMPK lysis buffer (50 mM Tris pH8, 150 mM NaCl, 1% NP-40, 0.1% SDS, 10 mM EDTA, 10 mM HEPES, 50 mM potassium acetate, 2.5 mM sodium acetate, 1 mM magnesium acetate, 0.5 mM EGTA, 5 mM MgCl_2_, 0.25 mM DTT, 15 µg/µl digitonin) supplemented with 1 µM PMSF and phosphatase inhibitors, 2 mM Na_3_VO_4_ and 1 mM NAF. Samples were sonicated for 10 min with intermittent ice incubation, and proteins were separated on SDS-PAGE gels and revealed by western blot using the pAMPKα (T172) rabbit mAb from Cell Signalling (catalog number: 2535S; 1:1000 dilution prepared in TBS-T1x+5% BSA + 50 µM NaF and incubated overnight at 4 °C). The α-tubulin antibody is from Abcam (catalog number: ab4074; 1:10000 dilution prepared in 5% milk in TBST1X). Uncropped western blots of Fig. 5c are shown in datasource.

### Metabolite extraction

Glucose treatment: Synchronized L1 animals by sodium hypochlorite were plated on NGM plates or plates supplemented with 2% glucose for 48 h, then harvested with M9 buffer and washed three times before flash freezing in liquid N2. Metabolites were analyzed by LC-MS/MS^6^ with small modifications. Worm pellets (~200 mL) were collected in CK14–2 mL lysing kit tubes (Bertin Technologies), flash-frozen and stored at −80 °C. Samples were slowly thawed and homogenized using 4.25 volumes of ice-cold aqueous methanol 98.8%, 2.4 mM ammonium acetate (pH 9), containing 10 mM (^13^C_10_,^15^N_5_)-AMP as internal standard, using bead beating (Precellys plus Cryolys cooler, Bertin Technologies; protocol: 6000 rpm, 2 × 25 s, 15 s pause) and 2 min sonication (cycles of 10 s on/off, output of 150 W) in a cup-horn sonicator filled with water and ice. Homogenates were incubated for 15 min on ice and centrifuged at 20,000×*g*, 15 min at 4 °C. Water-soluble metabolites were then extracted from the supernatant by liquid-liquid extraction and analyzed as described^6^. Relative amounts were normalized to protein content using BCA.

### Statistical analyses

Data are expressed as means ± SEM. Statistical analyses were performed by Student’s *t*-test for two groups or one-way ANOVA for multiple groups using GraphPad. For survival curves, we used the Log-rank Mantel–Cox test. Significance is indicated in the figures and legends (*P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001) or included in the supplementary datasets.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

Supplementary Data 11

Supplementary Data 12

Reporting Summary

### Source data

Source Data

## Data Availability

All relevant data generated or analyzed during this study are included in this manuscript and/or its supplementary information, or can be obtained from the corresponding authors upon request. The data underlying Figs. 1–7 and Supplementary Figs. 1–7 are provided as Source data. The metabolomics data is now publicly available at Metabolights MTBLS6847 and the RNA-seq at GEO GSE228784. Source data are provided with this paper.

# Supplementary material for: Glycerol 3-phosphate phosphatase/PGPH-2 counters metabolic stress and promotes healthy aging via a glycogen sensing-AMPK-HLH-30-autophagy axis in C. elegans
**Source:** Nat Commun. 2023 Aug 25;14:5214. doi: 10.1038/s41467-023-40857-y
**Supplement:** Supplementary file 1 — Supplementary Information

**Supplementary information**

**Glycerol 3-phosphate phosphatase/PGPH-2 counters metabolic stress  
and promotes healthy aging via a glycogen sensing-AMPK-HLH-30-  
autophagy axis in *C. elegans***

**Possik, et al.,**

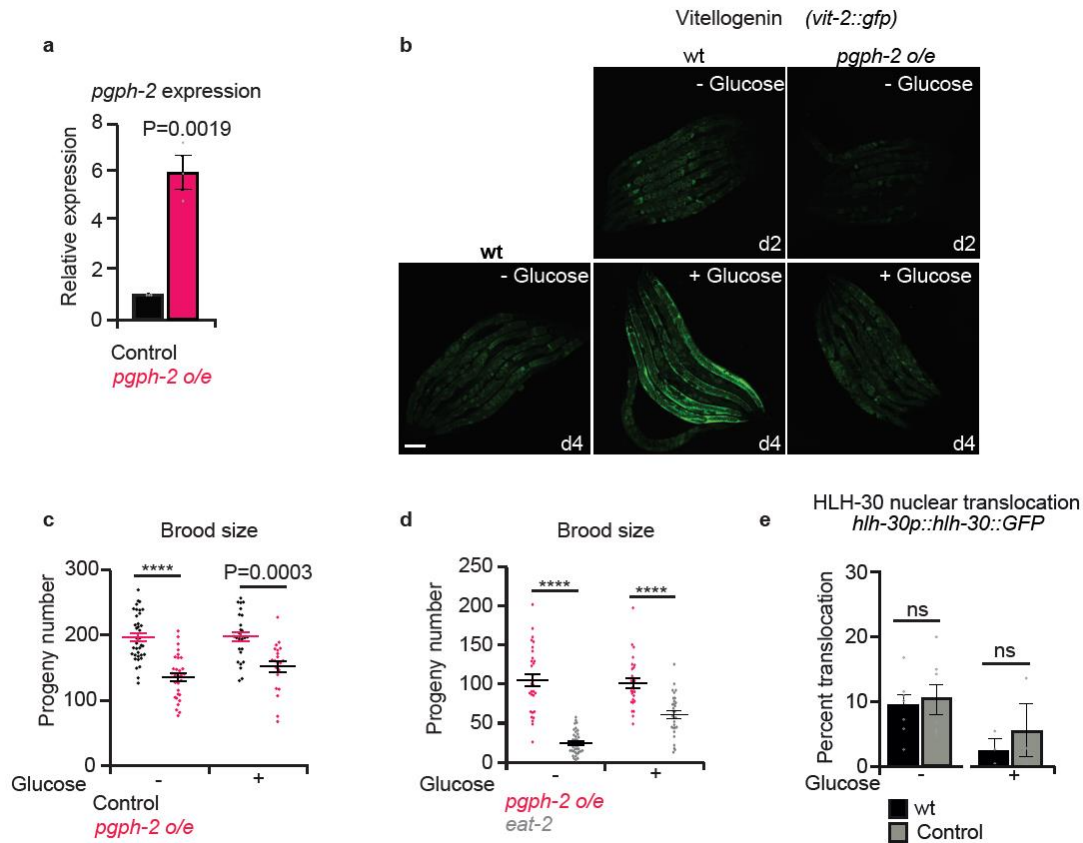

**Figure S1. Related to figure 1.** For all figure panels, \*\*\*\* represents  $P < 0.0001$ . **a** Relative expression of *pgph-2* in control and *pgph-2 o/e* animals synchronized young adult animals. Data represent mean  $\pm$  SEM,  $n = 3$  independent experiments.  $P$  values were obtained using Student's two-tailed  $t$ -test. **b** Representative confocal images showing yolk distribution in WT and *pgph-2 o/e* animals expressing the VIT-2::GFP in normal growth conditions or plates supplemented with 2% glucose at indicated age (d2= day 2, d4= day 4). Scale bar = 100  $\mu$ m. **c-d** Brood size as measured by the number of progeny per animal in indicated strains grown on normal growth medium or plates supplemented with 2% glucose. Data represent mean  $\pm$  SEM,  $n = 3$  independent experiments.  $P$  values were obtained using one-way ANOVA with Bonferroni correction. **e** HLH-30 nuclear translocation in WT and control animals expressing the HLH-30::GFP transgene and grown in normal growth conditions or plates supplemented with 2% glucose. Data represent mean  $\pm$  SEM from four independent experiments.  $P$  values were obtained using one-way ANOVA with Bonferroni correction.

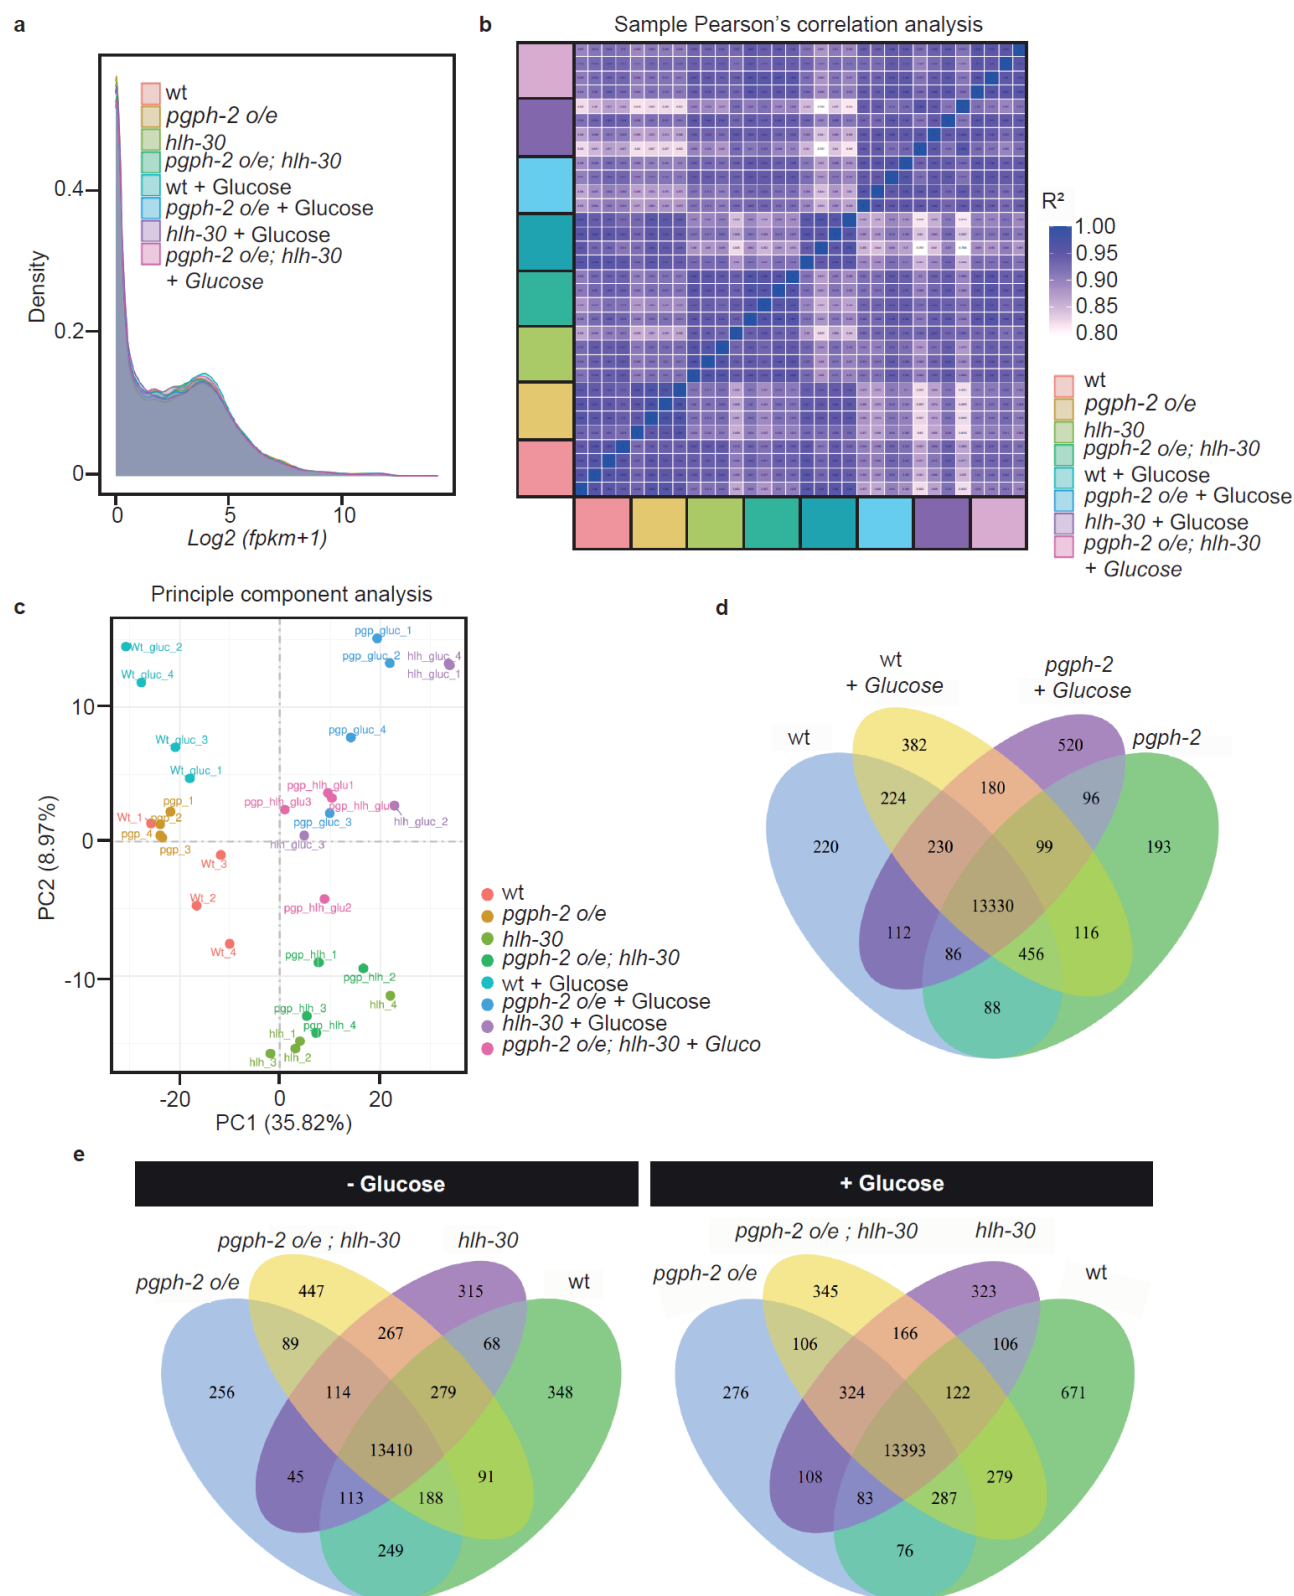

**Figure S2. Related to figure 3.** **a** Sample distribution of fragments per kilobase of exon per million mapped fragments (FPKM). **b** Pairwise Pearson's correlation analysis of eight samples with four biological replicates. **c** Sample 2D principle component analysis of the transcriptomic variation: PC1 (35.82%), PC2 (8.97 %). **d-e** Venn diagrams showing co-expression of genes between indicated groups.

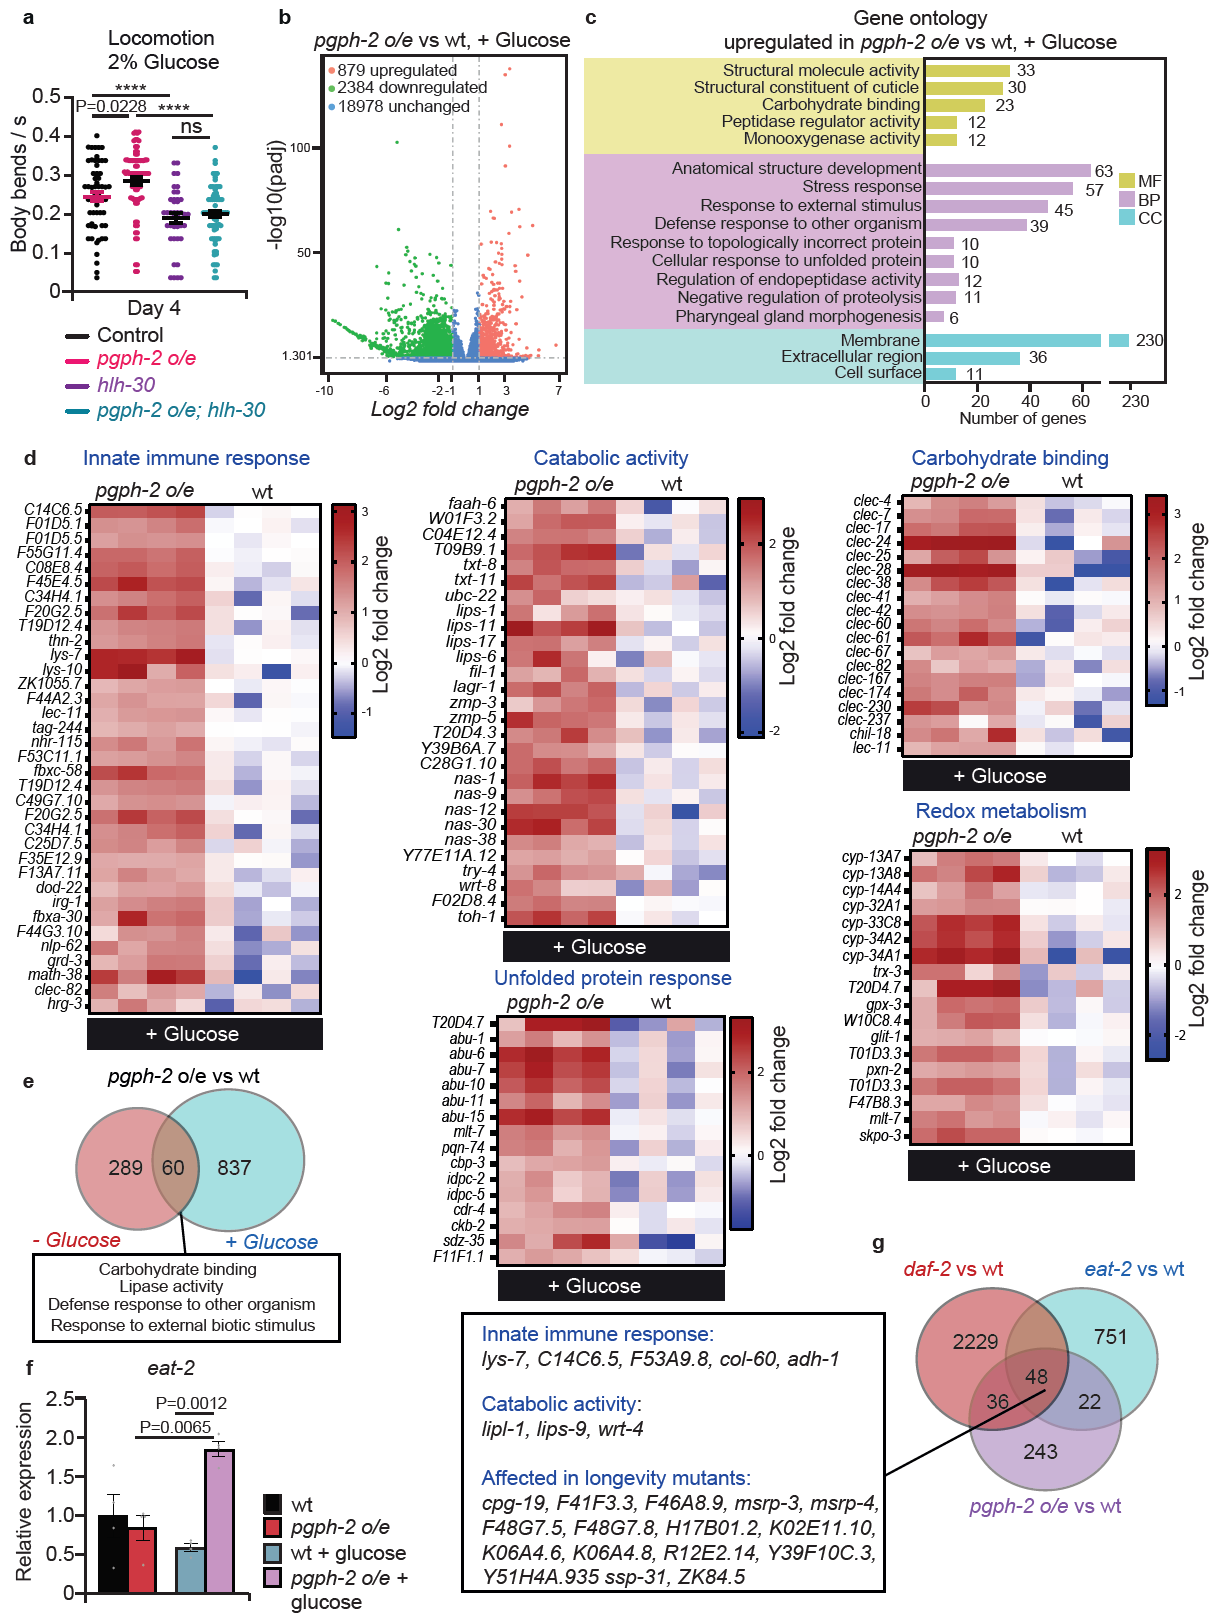

**Figure S3. Related to figure 3. a** Locomotion analysis on day 4 of age, measured by body bends per second in control, *pgph-2 o/e*, *pgph-2 o/e; hllh-30 (tm1978)*, and *hllh-30 (tm1978)* strains grown on plates supplemented with 2% glucose. Data represent mean  $\pm$  SEM from three independent experiments. *P* values are obtained by one-way ANOVA with the Bonferroni correction. \*\*\*\* represents  $P < 0.0001$ . **b** Volcano plots showing differentially expressed genes in WT vs *pgph-2 o/e* animals on plates supplemented with 2% glucose. Genes with a fold change  $> 2$  and a *P* value smaller than 0.05 was considered significantly changed. Red, green, and blue indicate genes that are significantly upregulated, significantly downregulated, or not significantly changed, respectively. **c** Gene ontology (GO) annotations of genes significantly upregulated in *pgph-2 o/e* animals in comparison to WT grown on plates supplemented with 2% glucose and belonging to the molecular function (MF), biological processes (BP), and cellular component (CC) categories. **d** Heat map representing the differential expression of selected genes in WT and *pgph-2 o/e* animals grown on plates supplemented with 2% glucose and belonging to the carbohydrate binding, innate immune response, catabolic activity, unfolded protein response and ROS detoxification categories. **e** Venn diagram showing the number of genes upregulated in *pgph-2 o/e* animals vs WT simultaneously in normal growth conditions and 2% glucose excess conditions. **f** Relative gene expression of *eat-2* in WT and *pgph-2 o/e* animals in normal growth and excess glucose conditions. Data is denoted as mean  $\pm$  SEM and is retrieved from RNA-seq results with four biological replicates per condition. *P* values were obtained using one-way ANOVA with Bonferroni correction. **g** Venn Diagram showing the number of genes upregulated simultaneously in *pgph-2 o/e* animals and the longevity mutants *daf-2(e1370)* and *eat-2(ad465)*.

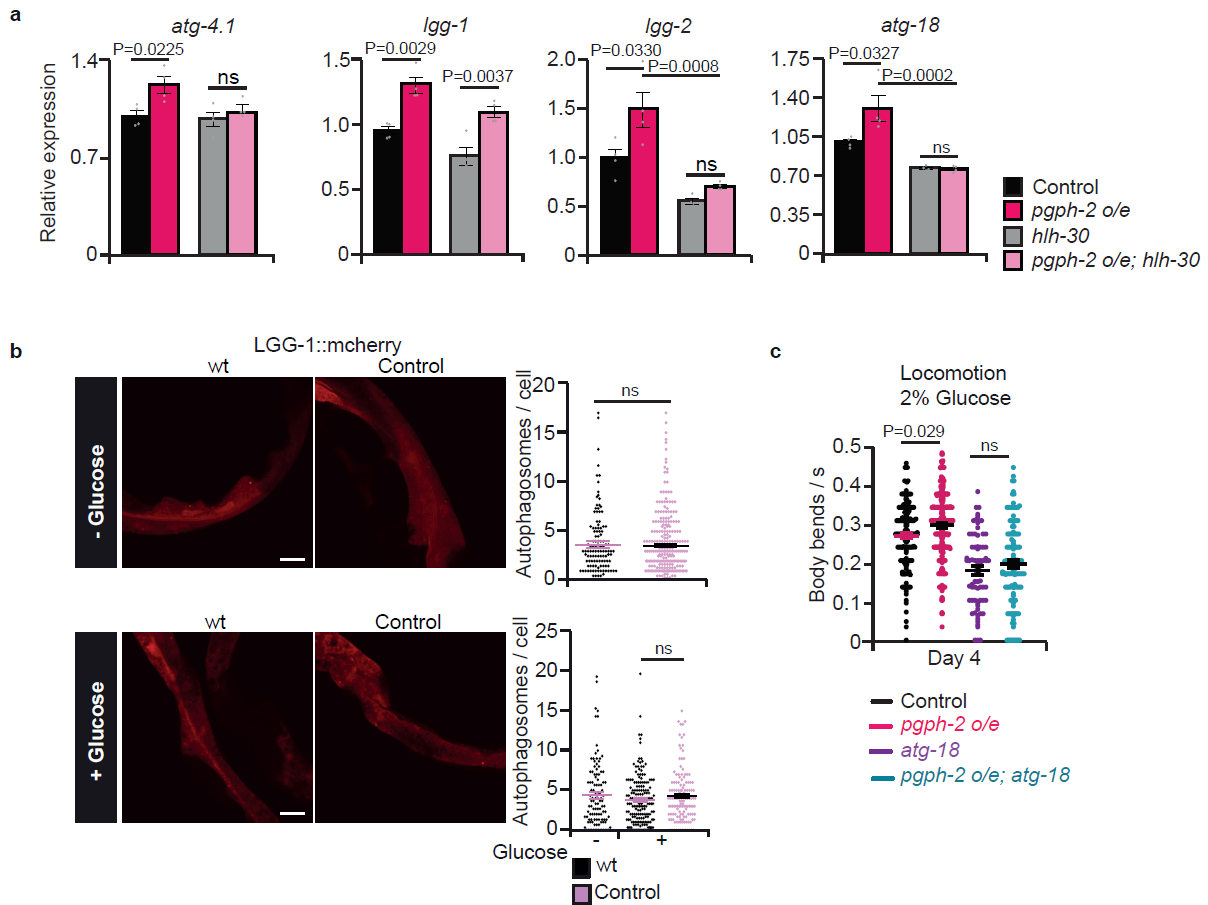

**Figure S4. Related to figure 4.** **a** Relative expression of indicated genes autophagy genes in WT, *pgph-2 o/e*, *pgph-2 o/e; hlh-30* and *hlh-30* mutant animals. Data is plotted as mean  $\pm$  SEM and is retrieved from RNA-seq results with four biological replicates per sample. *P* values were obtained using one-way ANOVA with Bonferroni correction. **b** Representative confocal images and quantification of LGG-1::mCherry puncta in the intestines of day 1 WT and control animals under normal growth condition and glucose excess conditions. Data is shown using dot plots with denoted mean  $\pm$  SEM from three independent experiments. *P* values are obtained by unpaired two-sided Student's *t*-test for normal conditions and one-way ANOVA with Bonferroni correction for 2% glucose conditions. **c**. Locomotion analysis on day 4 of age, measured by body bends per second control, *pgph-2 o/e*, *pgph-2 o/e; atg-18* (*gk378*), and *atg-18* (*gk378*) strains grown on plates supplemented with 2% glucose. Data represent mean  $\pm$  SEM from three independent experiments. *P* values are obtained by one-way ANOVA with the Bonferroni correction.

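Relative to the mean of WT on NGM, *atg-4.1* was at 1.20 ± 0.112 (SD, n = 4) in *pgph-2 o/e*, 0.983 ± 0.090 in *hlh-30* and 1.03 ± 0.0641 in the double mutant. The *lgg-2* gene was at 1.47 ± 0.348, 0.544 ± 0.0642 and 0.689 ± 0.0391, and *atg-18* at 1.27 ± 0.222, 0.757 ± 0.013 and 0.747 ± 0.0301 in the same groups. For *lgg-1*, the values were 1.22 ± 0.194, 0.743 ± 0.127 and 1.08 ± 0.0754. In *pgph-2 o/e* on NGM, replicate 1 stood apart from the other 3 libraries in *atg-18*, at 111 CPM against a group mean of 88.2 ± 15.5 CPM.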

a

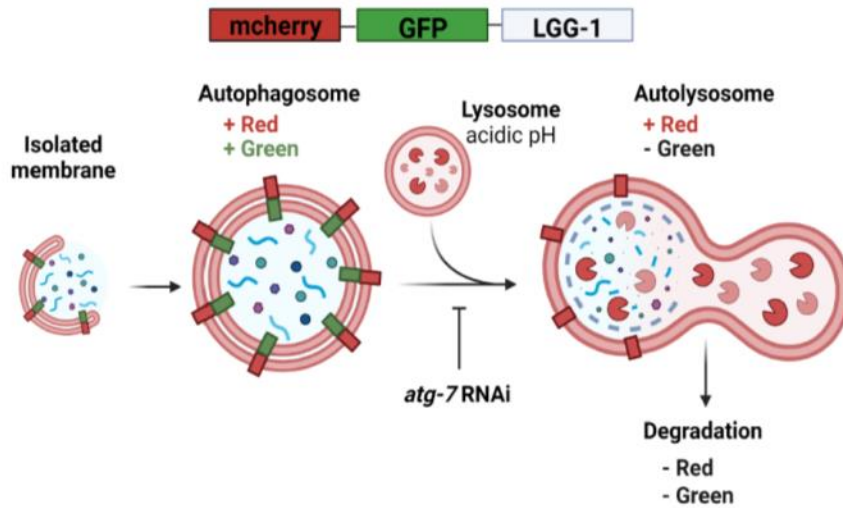

b

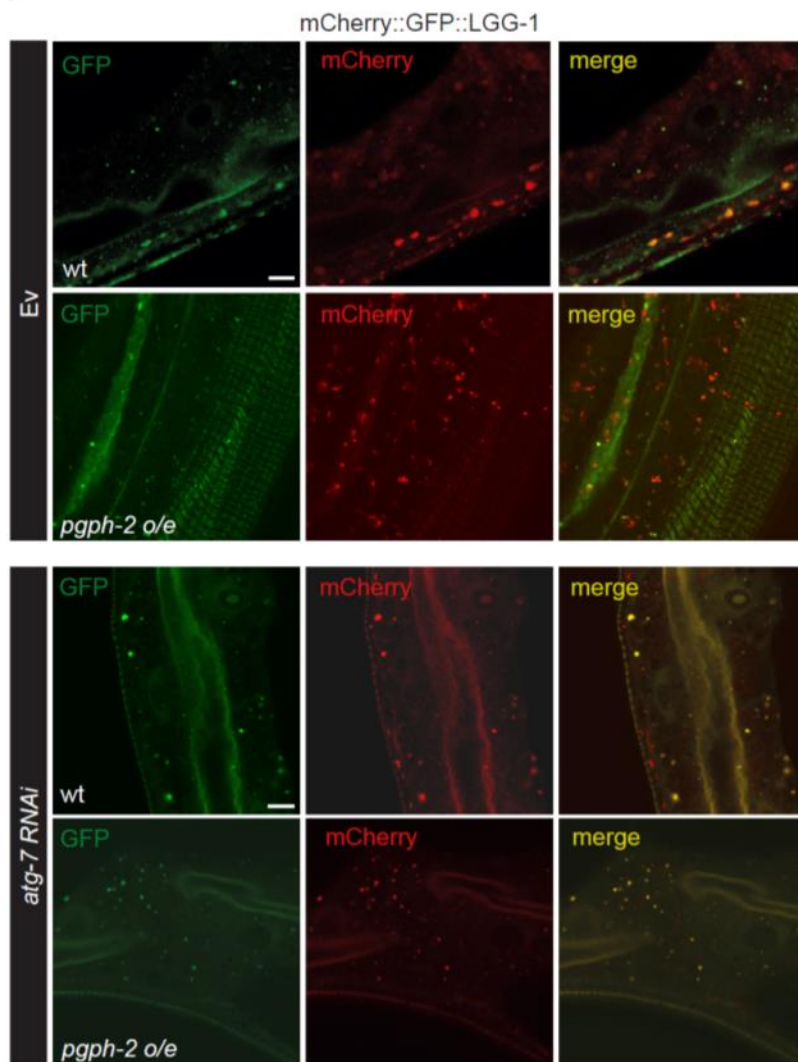

c

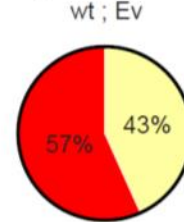*pgph-2 o/e* ; Ev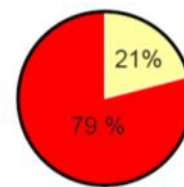wt ; *atg-7 RNAi*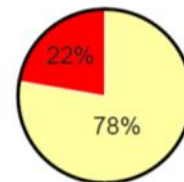*pgph-2 o/e* ; *atg-7 RNAi*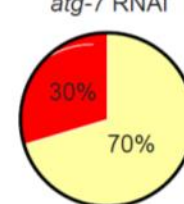

d

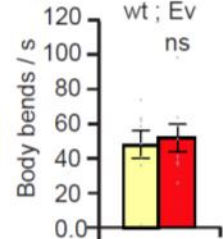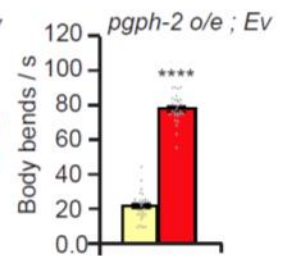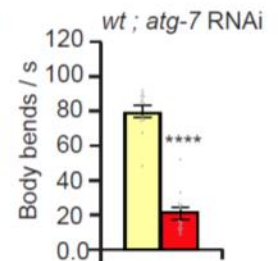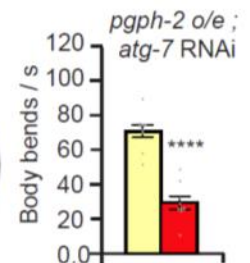

Autophagosomes = Red + green puncta  
 Autolysosomes = Red-only puncta

**Figure S5. Related to figure 4.** **a** Schematic representation of the mCherry::GFP::LGG-1 fluorescence states in the autophagic pathway enabling the distinction between autophagosomes (red and green co-localization) and autolysosomes (red-only puncta). Scheme created using Biorender.com. **b** Representative confocal images of intestinal sections in day 1 adult WT and *pgph-2 o/e* transgenic animals expressing the mCherry::GFP::LGG-1 transgene and grown on EV or *atg-7* RNAi. The scale bar = 5  $\mu$ m. **c, d** Pie charts and quantitative bar graphs (**d**) indicating the percentage of autophagosomes and autolysosomes counted in intestinal confocal images of one day adult WT and *pgph-2 o/e* transgenic animals expressing the mCherry::GFP::LGG-1 transgene and grown on EV or *atg-7* RNAi. Data denotes mean  $\pm$  SEM from multiple animals imaged in three independent experiments and *P* values were obtained using unpaired two-sided Student's *t*-test. \*\*\*\* represents  $P < 0.0001$ . N numbers are shown in datasource.

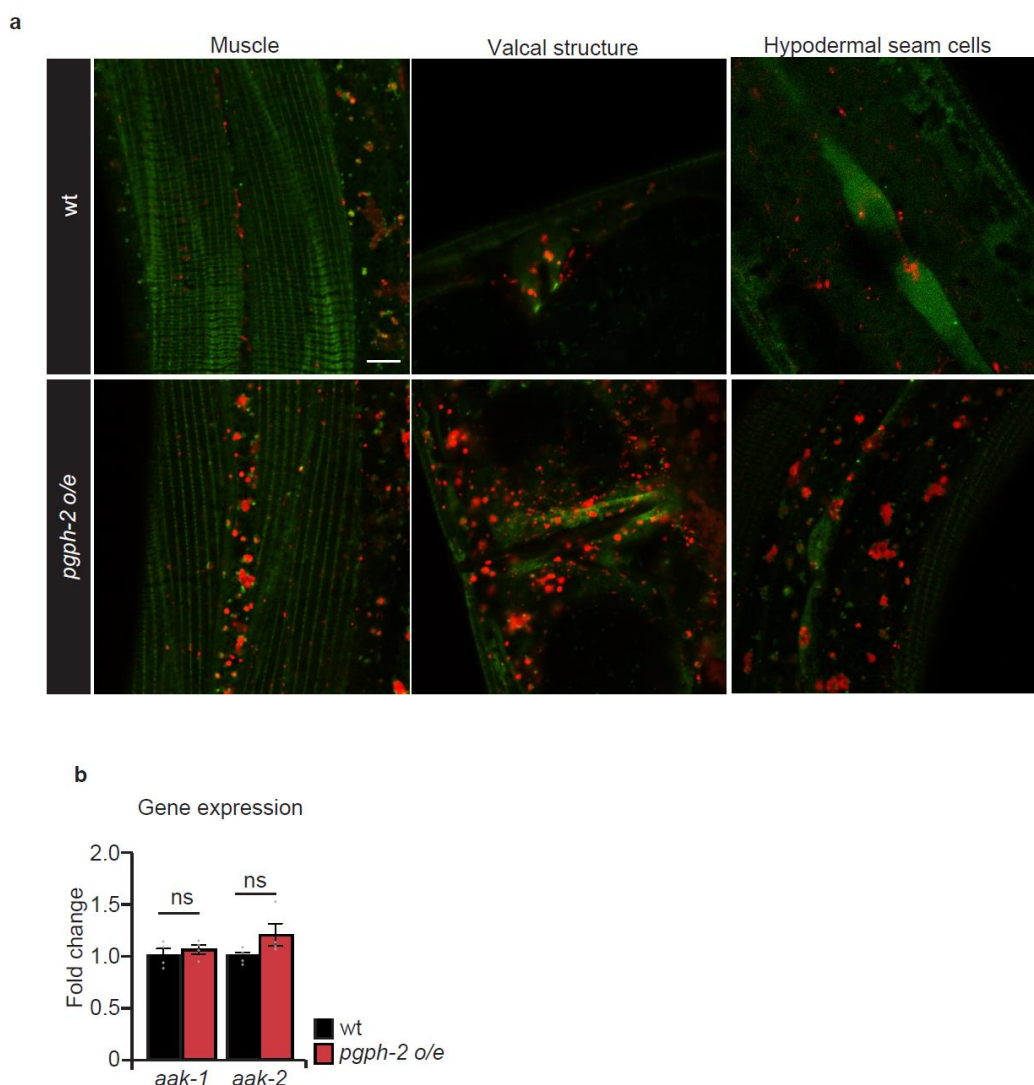

**Figure S6. Related to figure 4 and 5.** **a** Representative confocal images of muscle, valval structure and hypodermis in one day adult WT and *pgph-2 o/e* transgenic animals expressing the mCherry::GFP::LGG-1 transgene on normal growth medium. The scale bar = 5  $\mu$ m. **b** Relative expression of *aak-1* and *aak-2* genes in WT and *pgph-2 o/e* animals in normal conditions. Data represents mean  $\pm$  SEM and is retrieved from RNA-seq results with four biological replicates per sample. *P* values were obtained using one-sided unpaired student's *t*-test.

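The *aak-1* (PAR2.3, chromosome III, 8756987 to 8760158) and *aak-2* (T01C8.1, chromosome X, 16796087 to 16803372) genes encode the catalytic subunits of AMPK. On NGM, *aak-1* was at 35.0 ± 4.13 CPM (SD, n = 4) in WT and 37.8 ± 3.03 CPM in *pgph-2 o/e*, a log2 fold change of 0.10 (standard error 0.11, adjusted P = 0.611 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Levels of *aak-2* were 68.1 ± 5.35 and 81.4 ± 14.0 CPM, a log2 fold change of 0.25 (standard error 0.13, adjusted P = 0.241). Adjusted over the list alone, the P values were 0.371 and 0.138, and neither unadjusted P was below 0.05. Replicate 1 of *pgph-2 o/e* stood apart in *aak-2* at 102 CPM, and without it the log2 fold change was 0.12.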

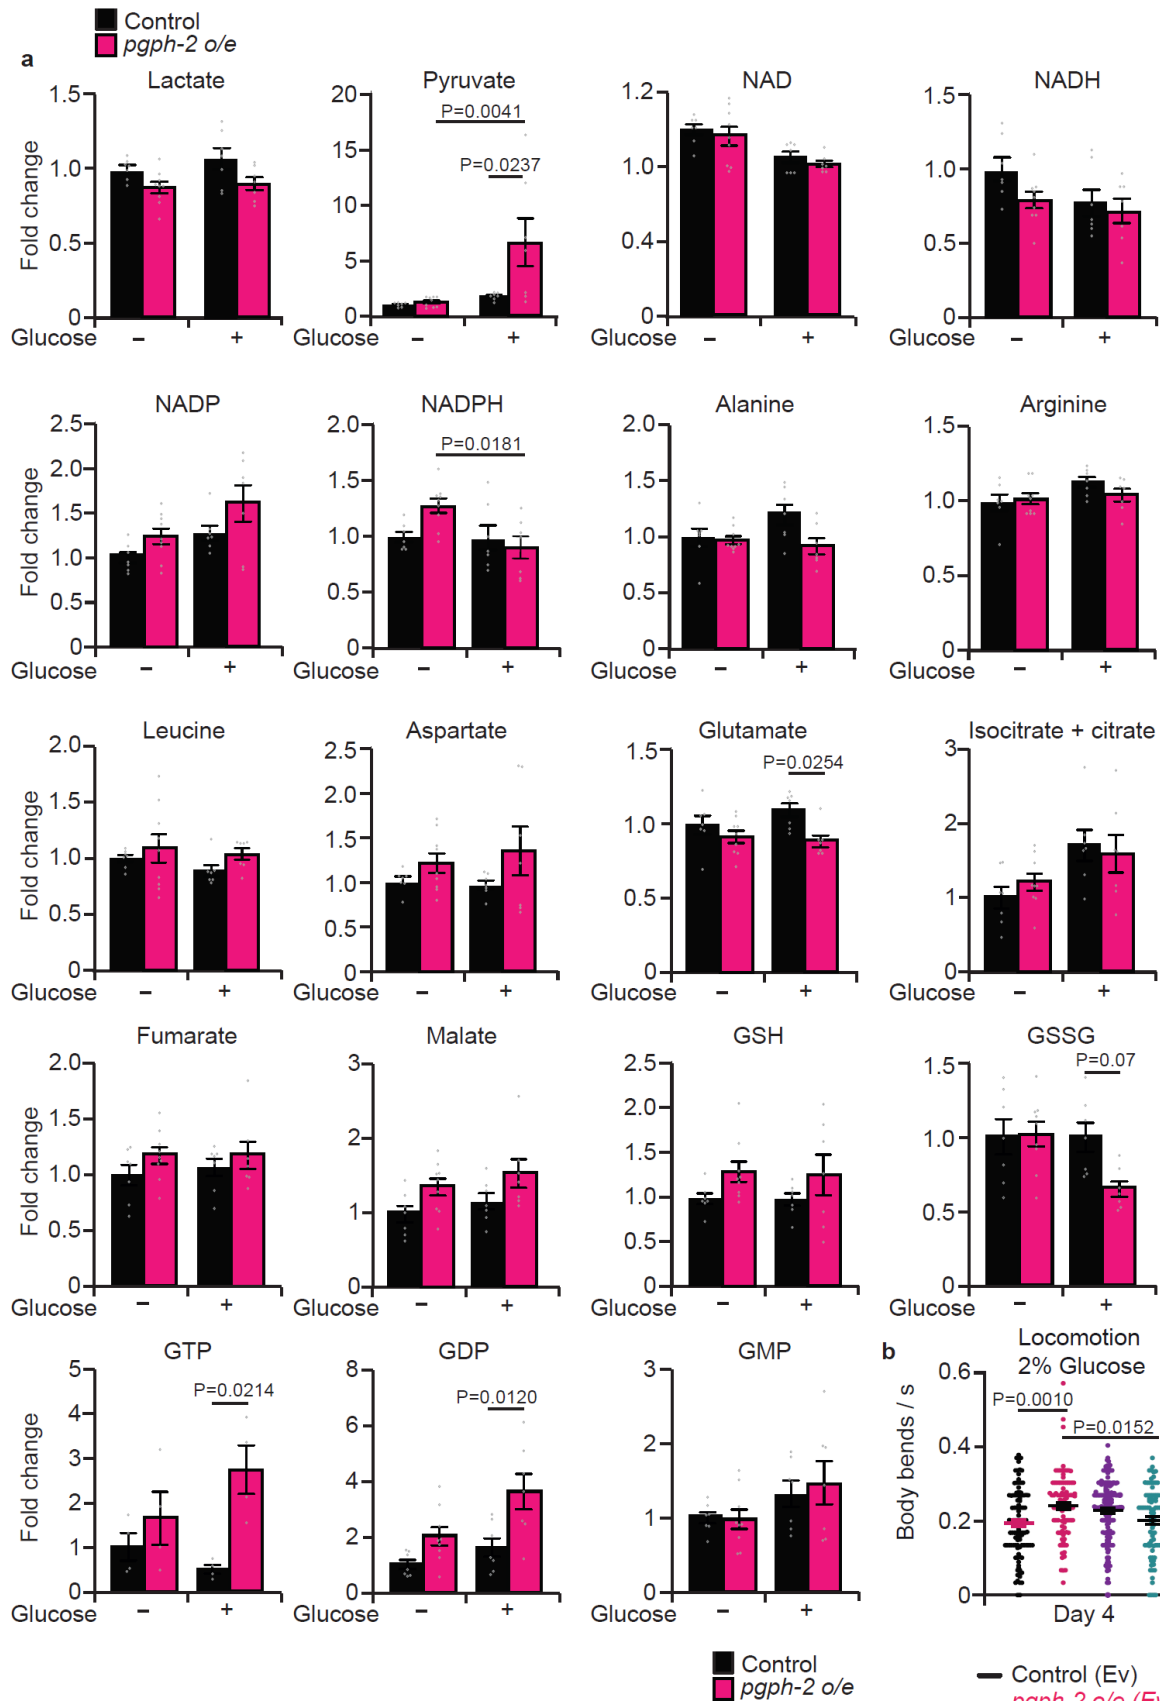

**Figure S7. Related to figure 6 and 7. a** Relative metabolite levels and ratios of some metabolites in synchronized L4/young adult control and *pgph-2 o/e* animals grown on NGM plates or plates supplemented with 2% glucose. Data represent mean  $\pm$  SEM from two independent experiments (control; n=7, *pgph-2 o/e*; n=9, control - 2% Glucose; n=7, *pgph-2 o/e* - 2% Glucose; n=7). *P* values are obtained by one-way ANOVA with the Bonferroni correction. Exact *P* values are shown in Supplementary Table 14 and are represented in figures as: \**P*<0.05; \*\**P*<0.01. **b** Locomotion analysis on day 4 of age, measured by body bends per second control, *pgph-2 o/e* strains treated with EV or *pygl-1* RNAi and grown on plates supplemented with 2% glucose. Data represent mean  $\pm$  SEM from three independent experiments. *P* values are obtained by one-way ANOVA with the Bonferroni correction.

# Supplementary material for: Glycerol 3-phosphate phosphatase/PGPH-2 counters metabolic stress and promotes healthy aging via a glycogen sensing-AMPK-HLH-30-autophagy axis in C. elegans
**Source:** Nat Commun. 2023 Aug 25;14:5214. doi: 10.1038/s41467-023-40857-y
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

#### **Supplementary Data:**

**Supplementary Data 1:** Summary results and statistical analysis of glucotoxicity assays.

**Supplementary Data 2:** List of genes upregulated in pgph-2 o/e animals vs WT in normal growth conditions.

**Supplementary Data 3:** Gene ontology terms describing genes upregulated in pgph-2 o/e animals in comparison to WT in normal growth conditions.

**Supplementary Data 4:** List of genes upregulated in pgph-2 o/e animals vs WT in glucose excess conditions.

**Supplementary Data 5:** Gene ontology terms describing genes upregulated in pgph-2 o/e animals in comparison to WT in glucose excess conditions.

**Supplementary Data 6:** List of genes upregulated in pgph-2 o/e in comparison to WT simultaneously under normal and glucose excess conditions.

**Supplementary Data 7:** List of genes commonly upregulated in pgph-2 o/e animals, daf-2(e1370), and eat-2(ad465) mutant animals in comparison to WT.

**Supplementary Data 8:** List of the 214 HLH-30-dependent genes of 349 upregulated in pgph-2 o/e animals vs WT and downregulated in pgph-2 o/e; hlh-30 vs pgph-2 o/e

**Supplementary Data 9:** G profiler GO analysis for HLH-30-dependent genes, upregulated in pgph-2 o/e vs wt and downregulated in pgph-2o/e;hlh-30 vs pgph-2 o/e.

**Supplementary Data 10:** Autophagy gene expression fold change in WT, pgph-2 o/e, pgph-2 o/e; hlh-30 and hlh-30 animals.

**Supplementary Data 11:** C.elegans strains used in this study.

**Supplementary Data 12:** Table showing software names and versions used for RNA-seq analysis

# Supplementary material for: Glycerol 3-phosphate phosphatase/PGPH-2 counters metabolic stress and promotes healthy aging via a glycogen sensing-AMPK-HLH-30-autophagy axis in C. elegans
**Source:** Nat Commun. 2023 Aug 25;14:5214. doi: 10.1038/s41467-023-40857-y
**Supplement:** Supplementary file 16 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection Wormlab software from MBF Biosciences, version 2018, Leica TCS SP5, Histat (2.0.5), Stringtie (1.3.3b), Feature counts (1.5.0-p3)

Data analysis Prism Graph pad versions 6 and 9, DESeq2 (1.20.0), edgeR (3.22.5), g:profiler, Image J. (1.52 a), Fiji win-64

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All relevant data generated or analyzed during this study are included in this manuscript and/or its supplementary information and datasource or can be obtained from the

corresponding authors upon request. The data underlying Figs. 1-8 and supplementary Figs. 1-7 are provided as Source data. The metabolomics data is now publically available at Metabolights database (MTBL56847) and the RNA-seq at GEO (GSE228784) <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE228784>.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender Not applicable

Population characteristics Not applicable

Recruitment Not applicable

Ethics oversight Not applicable

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size The sample sizes are indicated in supplementary tables and legends and clearly shown in datasources. Sample size here is conform to most C.elegans research and publications. Lifespan and survival assays, 90 animals per group per independent repeat. Biochemical studies, pools of thousands of worms pelleted to about 250 microliters. Details in the manuscript. Examples: Schultz et al., 2007 Cell metabolism, Lapierre et al., 2013 Nature Communications, Weir et al., 2017 Cell metabolism, Visviskis et al., 2017 Immunity, Possik et al., 2022, Nature Communications. For RNA-Seq, power analysis indicated in methods was performed.

Data exclusions No data were excluded in this study

Replication All the experiments have been performed at least three independent times unless noted otherwise. Number of biological replicates and independent repeats is detailed in the supplementary tables and legends.

Randomization Worms were randomly picked for experiments where sample size is below 150 animals for most independent repeats. For biochemical studies, pools of thousands of worms have been collected and analyzed with at least 4 biological replicates unless noted otherwise. Randomization like in clinical trials or experiments with rodents is not applicable as for all experiments, picking worms from plates with thousands of worms is on its own a random event. Visually, from pools of worms that look identical, the selection is random.

Blinding We did not perform blinding allocations. However, most key experiments have been performed by independent lab members and trainees and the results obtained confirmed the statements of the manuscript. Moreover, quantifications of autophagy and analysis have been performed independently by at least 2 independent researchers and data was averaged.

## Behavioural & social sciences study design

All studies must disclose on these points even when the disclosure is negative.

Study description Not applicable

Research sample Not applicable

Sampling strategy Not applicable

Data collection Not applicable

|                   |                |
|-------------------|----------------|
| Data collection   | Not applicable |
| Timing            | Not applicable |
| Data exclusions   | Not applicable |
| Non-participation | Not applicable |
| Randomization     | Not applicable |

## Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                          |                |
|--------------------------|----------------|
| Study description        | Not applicable |
| Research sample          | Not applicable |
| Sampling strategy        | Not applicable |
| Data collection          | Not applicable |
| Timing and spatial scale | Not applicable |
| Data exclusions          | Not applicable |
| Reproducibility          | Not applicable |
| Randomization            | Not applicable |
| Blinding                 | Not applicable |

Did the study involve field work? ☐ Yes ☒ No

## Field work, collection and transport

|                        |                |
|------------------------|----------------|
| Field conditions       | Not applicable |
| Location               | Not applicable |
| Access & import/export | Not applicable |
| Disturbance            | Not applicable |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                     |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | pAMPK $\alpha$ (T172) rabbit mAb from Cell signalling (1 :1000 dilution prepared in TBS-T1x + 5% BSA + 50uM NaF and incubated overnight at 4° C). The $\alpha$ -tubulin antibody is from Abcam (1:10000 dilution prepared in 5% milk in TBST1X).                                                    |
| Validation      | The p-AMPK (Thr172) antibody and Tubulin have been used by multiple C.elegans groups in various high impact publications including our previous work (Schultz et al., 2007, Cell metabolism; Cabreiro et al., 2013; Cell, Weir et al., 2017, Cell metabolism). This has been very well established. |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                         |
|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | <i>Caenorhabditis elegans</i> nematodes ( <i>C.elegans</i> )                                                                                                            |
| Wild animals            | The animals used were obtained from CGC and were not captured in the Wild.                                                                                              |
| Reporting on sex        | The animals are either hermaphrodites or males. In all experiments with used hermaphrodites. Males were only used for genetic crossing. Sex analysis is not applicable. |
| Field-collected samples | The study did not involve samples collected in the field                                                                                                                |
| Ethics oversight        | Not applicable                                                                                                                                                          |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

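Whole animals of 4 genotypes (WT, *pgph-2 o/e*, *hlh-30* and *pgph-2 o/e; hlh-30*) were compared on NGM and on NGM with 2% glucose, with 4 libraries in each of 8 groups. The deposited values are raw read counts per gene, which the authors made by aligning paired-end reads with Hisat2 and counting them with featureCounts, without normalization or filtering. The deposited gene length of each gene was taken as the authors give it, and FPKM was computed here from the counts and these lengths. Sample labels speak of L4 and young adult stages, while the paper speaks of young adults. How the replicates were grouped into preparation or sequencing batches was not analysed here.

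The table holds 46589 genes, of which 20528 are protein-coding and 19493 had no count in any library. Library totals, given by group with the first passage on these data, ranged from 16750042 to 29794842. Genes with few counts are measured with less precision, such as *eat-2* with 13 to 19 counts per WT library on glucose and a standard error of 0.24 for its log2 fold change. In data simulated at the size of 4 libraries against 4, edgeR called 198 of 200 genes that were changed by 2 on the log2 scale, with 0 false calls, and DESeq2 199 with 7 false calls. For interactions, edgeR called 182 of 200 with 4 false calls, and 0 genes where no interaction was simulated. Each of the 3 gene set methods called the shifted set and no other when tested on simulated data. Genes were simulated independently of each other, so false calls under correlation between genes were not tested.

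Counts were analysed in R 4.3.3 with edgeR 4.0.16. TMM normalization, filterByExpr with a minimum count of 10 and a minimum total count of 15, and quasi-likelihood F tests were used. These fits kept edgeR's default prior count, while log2 CPM had a prior count of 2. Medians of the gene sets are of log2 fold changes from a linear fit to log2 CPM, and can differ from edgeR's. For vitellogenins in *pgph-2 o/e* over WT on NGM, the median was 0.87, and 0.76 from edgeR's values. Adjusted P values are Benjamini-Hochberg values over all genes of a comparison. A gene was taken as upregulated or downregulated at an adjusted P of at most 0.05 and an absolute log2 fold change of at least 1. Comparisons were *pgph-2 o/e* with WT on each medium, the double mutant with *pgph-2 o/e* on each medium, the double mutant with *hlh-30* on NGM, *hlh-30* with WT on NGM and WT on glucose with WT on NGM. Interactions of *pgph-2 o/e* with *hlh-30* on NGM and with glucose were fitted as well. The comparison of *hlh-30* with WT on glucose was added after the values were seen. Gene sets were tested with camera (inter-gene correlation 0.01) and fry of limma 3.58.1, and families with one-sided Fisher's exact tests. These were C-type lectins, lysozymes, lipases, autophagy genes of Supplementary Data 10, *abu* and *pqn* genes, cytochrome P450 genes, vitellogenins, oocyte, sperm and molting genes, cuticle collagens and male-specific genes. In *pgph-2 o/e* compared to WT on NGM, the molting genes and cuticle collagens had medians of -0.07 and 0.07.

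Genes were named by a rule. It takes each gene that the paper names about these data, members of the lists where a set result rests on them, and for *pgph-2 o/e* and WT on each medium the 3 genes with the largest rise and the 3 with the largest fall. The last were taken among differentially expressed genes with a mean of at least 5 CPM whose libraries did not overlap between groups. Single genes were also compared with two-sided exact permutation tests over 70 relabellings, and correlations with 1e+05 permutations. A fold against a group with at most 3 counts in each library is given as a lower bound.

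Alternatives were DESeq2 1.42.0 in place of edgeR, DESeq2's size factors in edgeR, no filter on low counts, at least 10 counts in every library, a block for the replicate number, each replicate left out in turn, all 32 libraries in one fit and the adjusted P alone. For gene sets, fry and an estimated correlation were tried, and for principal components TMM log2 CPM. Removing the trend of each gene with the sperm genes was added after the values were seen. Published lists of other mutants, protein data and images were not analysed here.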

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

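Of the tests in this part, those of a trend with the sperm genes, of a difference of the WT strain and of the vitellogenins against a lower share of males were chosen only after the results were seen.

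A library stood far from the other 3 of its group in 24 of 333 groups of values, where chance gives 16.65. In *pgph-2 o/e* replicate 1 on NGM, this held for the first component (45.1), *atg-18* (111 CPM) and *aak-2* (102 CPM). In double mutant replicate 2 on NGM, it held for the mean log2 CPM of C-type lectins (1.25), oocyte genes (3.10), sperm genes (3.01) and molting genes (6.49). Cytochrome P450 genes were apart in double mutant replicate 3 on NGM (2.23) and on glucose (2.15), where the first component was also apart (-0.352). Other cases in the double mutant on glucose were the second component of replicate 2 (7.96), its F59B2.12 (0.0560 CPM) and B0222.10 (0 CPM), and the rRNA share of replicate 4 (5.11%). In *pgph-2 o/e* replicate 2 on glucose, they were the number of genes detected (18275) and F59B2.12 (0.0595 CPM), which is 1 count. Among WT libraries on glucose, C-type lectins (1.82) and *lys-4* (770 CPM) were apart in replicate 4 and *atg-4.1* (29.8 CPM) in replicate 2. Among WT libraries on NGM, *ins-31* (8.62 CPM) was apart in replicate 1. In *hlh-30* libraries, *hlh-30* (61.1 CPM) was apart in replicate 2 on NGM, *lys-4* (277 CPM) and *col-41* (207 CPM) in replicate 4 on NGM and *lys-5* (7.57 CPM) in replicate 3 on glucose. No technical or biological explanation was tested for these single libraries.

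The effect of *pgph-2 o/e* differed between animals with and without *hlh-30* on NGM for 293 genes. Of 50 regroupings of the 16 libraries, 3 gave as many, the real one included, and the others gave 1975 and 378 genes. These regroupings mix genotypes with differences of their own into the interaction, so they do not measure chance alone. The median regrouping gave 0 genes, as did data simulated without an interaction. Medians of the interaction were -1.80 for vitellogenins, -1.41 for oocyte genes, -0.57 for sperm genes, 0.40 for collagens and 1.54 for male-specific genes. Across fits without 1 library, they ranged from -2.14 to -1.48, -1.52 to -1.29, -1.0021 (without *hlh-30* replicate 4) to -0.41, 0.24 (without WT replicate 3) to 0.51 and 1.49 to 2.67 (without *pgph-2 o/e* replicate 2), in the same order. Collagens lost their adjusted P of at most 0.05 in 5 of these 16 fits and male-specific genes in 1. Under fry, those of vitellogenins, oocyte and male-specific genes were past the limit. Among named genes, it was -0.99 for *lys-7*, -1.12 for *thn-2* and 3.85 for Y39B6A.9. The last was also low in *hlh-30* animals on NGM, and a difference of the WT strain from the other 3 strains is a candidate explanation for genes lower in *pgph-2 o/e*, of which 65.48% were also lower in *hlh-30* than in WT on glucose.

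The effect of *pgph-2 o/e* differed between media for 3231 genes, and 1 of 50 regroupings, the real one, gave as many. Medians of this interaction were -4.24 for vitellogenins, -2.61 for oocyte genes, -3.74 for sperm genes, -0.48 for molting genes, -0.37 for C-type lectins, -0.93 for lysozymes and 0.25 for *abu* and *pqn* genes. Under an estimated correlation between genes, the lowest adjusted P of the 12 sets was 0.217. Among named genes, it was 1.77 for *eat-2*, -2.12 for *ilys-2*, -0.55 for *lys-4*, -1.09 for *lys-5*, -0.93 for *lys-7*, -0.74 for *aak-1*, -2.05 for *clec-61* and -2.18 for *thn-2*. It was -1.66 for Y39B6A.9, 5.22 for *col-41*, 5.16 for C29F3.3, -4.65 for *ins-31* and -7.22 for *col-7*. In *ilys-2*, *ins-31* and *col-7*, groups near 0 counts make the fitted value depend on the prior count. The value for *eat-2* lost its adjusted P of at most 0.05 without any of 5 libraries, such as WT replicate 3 on NGM (0.0734).

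A difference in developmental stage cannot be told apart from an effect of genotype on the germ line in these comparisons. The sperm genes had a median log2 fold change of 0.95 in *pgph-2 o/e* over WT on NGM and -2.75 on glucose, and oocyte genes and vitellogenins moved the same way. The groups were collected as whole animals, so stage and genotype are confounded. The summed level of male-specific genes was 6.21 ± 0.75 CPM in WT and 2.24 ± 0.497 CPM in *pgph-2 o/e* on NGM, and 6.31 ± 1.15 and 3.34 ± 0.678 CPM on glucose, without overlap on either medium. It was also lower than in WT in *hlh-30* (2.99 ± 0.661 CPM on NGM, 3.45 ± 0.431 CPM on glucose). In the double mutant it was 2.87 ± 0.616 and 3.29 ± 1.25 CPM, with overlap with WT on glucose. A difference of the WT strain from the other 3 strains is therefore a candidate explanation for the male-specific genes too. A different share of males cannot be told apart from an effect of genotype on these genes on glucose, since 4 male-specific genes had a median of -0.18 there, which changed sign across fits without 1 library. A lower share of males would not lower vitellogenins, whose median was -3.36 on glucose with 0 of 6 above 0, which argues against it for that part. On NGM, where the male-specific genes were lower too, 40 of 40 sperm genes were above 0. Fewer males alone therefore do not account for the sperm genes on both media. Whether fewer males contribute to the fall of sperm genes on glucose stays open.

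For some comparisons, no test over all genes was found in the paper's text, while Venn diagrams in Supplementary Fig. 2 compare the genes expressed in each group. In WT on glucose against WT on NGM, 180 genes were differentially expressed. Of 35 splits of these 8 libraries, 2 gave as many, the real one included. The other gave 254, but it exchanged only 1 library of each medium and so kept most of the difference between media. The next highest gave 0. Whether a chance split could give as many is therefore not decided by these splits. For the double mutant against *pgph-2 o/e* on glucose (526 genes) and *hlh-30* against WT on glucose (3156 genes), 1 of 35 splits gave as many in each, the real one. Of the genes upregulated in *pgph-2 o/e* over WT on glucose, 74 were downregulated in the double mutant, against 8.37 by chance. Among 11007 genes examined after the values were seen, 9 had every one of the 8 WT libraries over 4 times every one of the 24 others, and 0 had the opposite.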

How the results depend on the processing

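The alternatives were set before the data were examined, except the removal of the sperm-gene trend and those for *hlh-30* against WT on glucose, which were tests chosen only after the results were seen. Where a value changed, the cause was not tested unless the alternative itself, such as fewer genes or libraries, gives it.

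DESeq2's size factors kept all 36 main results within 1.5 times their count or on their side of the limit. With the adjusted P alone, by construction, more genes passed: 667 higher and 387 lower in *pgph-2 o/e* over WT on NGM, 2967 and 3337 on glucose, 3011 and 3429 in the double mutant over *pgph-2 o/e* on NGM, 931 and 1059 on glucose, 871 and 872 in the double mutant over *hlh-30*, 914 and 1365 in *hlh-30* over WT on NGM, 3275 and 3626 on glucose, 181 and 370 in WT on glucose over NGM, 359 and 264 for the interaction with *hlh-30* and 2245 above 0 for that with glucose. Overlaps then were 554 (higher in *pgph-2 o/e*, lower in the double mutant, NGM), 556 (the same on glucose) and 122 (higher on both media).

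With DESeq2 in place of edgeR, 320 genes were lower in *pgph-2 o/e* over WT on NGM, the interaction with *hlh-30* held 330 and 163 genes, 288 were higher in *hlh-30* over WT on NGM and 255 in WT on glucose over NGM, and 4 of the 5 lysozymes passed. With at least 10 counts in every library, 59 were lower in *pgph-2 o/e* on NGM, 1276 were lower in *hlh-30* over WT on glucose and 28 were higher on both media. Without a filter, 159 were higher in WT on glucose over NGM and 3 lysozymes passed. In one fit of all 32 libraries, 319 were lower in *pgph-2 o/e* on NGM, 285 higher in *hlh-30* on NGM, 219 higher and 136 lower in WT on glucose, 241 higher in the double mutant over *pgph-2 o/e* on glucose with an overlap of 42, and 3 autophagy genes and 4 lysozymes passed. With a block for the replicate number, 186 and 30 changed in the double mutant over *hlh-30* and 21 and 41 in WT on glucose over NGM. The replicate numbers pair no comparison's libraries. With the sperm-gene trend removed, 424 and 504 genes changed in *pgph-2 o/e* over WT on glucose, and 708 were lower in the double mutant on NGM. With an estimated correlation, 0 gene sets passed on NGM, 0 on glucose and 0 for the interaction with *hlh-30*; with fry, 8 on glucose and 3 for the interaction. On TMM log2 CPM, the components held 44.67% and 10.27%.

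Across fits that each left out 1 library, genes higher in *pgph-2 o/e* on NGM ranged from 167 (without WT replicate 2) to 449 (without WT replicate 1), and those also lower in the double mutant from 103 to 323 (the same libraries). The interaction with *hlh-30* ranged from 94 to 375 above 0 and from 78 to 214 below, the double mutant over *hlh-30* from 183 to 558 higher and from 30 to 88 lower, each highest without *hlh-30* replicate 4. For *hlh-30* over WT on NGM, it was 95 (without WT replicate 2) to 214 higher and 431 (without WT replicate 1) to 1014 lower. For WT on glucose over NGM, it was 38 to 288 higher and 54 to 154 lower (lowest without WT replicate 4 on glucose, highest without WT replicate 1 on NGM). The double mutant over *pgph-2 o/e* on glucose had 223 to 697 higher (without *pgph-2 o/e* replicates 2 and 3). From 1 to 3 lysozymes passed (3 without *pgph-2 o/e* replicate 2), and *eat-2* on NGM ranged from -0.37 to 0.21.

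Some set medians near 0 changed sign: *abu* and *pqn* genes on NGM (-0.0025 with DESeq2's size factors, -0.0516 to 0.1019 across fits without 1 library), molting genes (-0.151 to 0.032) and collagens (-0.0184 to 0.202) on NGM. On glucose, they were C-type lectins (-0.13 without a filter, -0.1333 to 0.0748), autophagy genes (-0.0104 without a filter, -0.0145 to 0.0955) and male-specific genes (-0.44 to 0.0053), and for the interaction with *hlh-30*, lipases (0.11 without a filter, -0.2927 to 0.0675). Among 68 results for single genes and sets, 82 fits changed: 43 weaker, 19 stronger and 20 reversed. Low counts limit *eat-2* and *ilys-2*.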

Differences from the paper's values

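No test in this part was chosen only after the results were seen.

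In *pgph-2 o/e* over WT on NGM, 440 genes were differentially expressed against the paper's 669. Of the alternatives set before the data were examined, DESeq2 (671), no filter on low counts (563), all 32 libraries in one fit (612) and the fits without WT replicate 1 (683) and *pgph-2 o/e* replicate 2 (483) came within 1.5 times the paper's number. DESeq2's size factors (436), at least 10 counts in every library (255), the replicate block (398), the adjusted P alone (1054) and the other 6 fits without a library did not.

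Of these, 180 were downregulated against the paper's 320. DESeq2 (320), no filter (262), all 32 libraries (319), the fit without WT replicate 1 (234) and the adjusted P alone (387) came within 1.5 times. DESeq2's size factors (184), at least 10 counts in every library (59), the replicate block (156) and the other 7 fits without a library did not.

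The fold of *pgph-2* mRNA in *pgph-2 o/e* on NGM was 1.83 over WT here against the paper's 6 over its control, for which its text names a line with the empty vector. The paper's value is from 3 independent experiments in Supplementary Fig. 1a, for which its text gives a larger fold in another place. In the double mutant over *hlh-30* on NGM, the rise of *pgph-2* levels was larger than 1.83-fold here. None of the alternatives set before the data were examined closed the gap, with values from 1.67 (without *pgph-2 o/e* replicate 1) to 1.93 (without WT replicate 1).

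The paper counts *ilys-2*, *lys-4*, *lys-5* and *lys-6* among genes upregulated in *pgph-2 o/e* on NGM. Here, adjusted P values over all genes were 0.0594, 0.0748 and 0.198 for the last 3, and *ilys-2* was left out by the filter. DESeq2 and the fit of all 32 libraries each put 4 of the 5 lysozymes past an adjusted P of 0.05, with *lys-6* the exception, and the fits without a filter and without *pgph-2 o/e* replicate 2 put *lys-4*, *lys-5* and *lys-7* past it. Without *pgph-2 o/e* replicate 1, *lys-4* passed (0.0154) beside *lys-7*, and without *pgph-2 o/e* replicate 3, *ilys-2* was kept by the filter and passed beside *lys-7*. The paper's own lists hold fewer lysozymes than the 5 of its text, with 3 in Supplementary Data 2 and 2 in Supplementary Data 8.

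The paper states that the upregulation of *atg-4.1*, *lgg-2* and *atg-18* in *pgph-2 o/e* on NGM depends on HLH-30. Their adjusted P values over all genes were 0.157, 0.0915 and 0.127 here (edgeR), and 0.0305, 0.00654 and 0.00582 in the fit of all 32 libraries. Adjusted over the list with *lgg-1* alone, they were 0.0399, 0.0393 and 0.0393. Supplementary Fig. 4a used one-way ANOVA with Bonferroni correction, which does not adjust over all genes, so the thresholds are unlike. Interactions with *hlh-30* were -0.18, -0.18 and -0.33, with adjusted P values of 0.478, 0.672 and 0.166. The paper describes similar changes of unfolded protein response genes with and without glucose, and in its discussion a change on glucose alone. Here, 16 of 16 genes of its heat map were upregulated on glucose and 0 of 15 on NGM, where 2 had an unadjusted P below 0.05, both lower.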

Other observations

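Tests of the sperm-gene trend, of the shared libraries and of a difference of the WT strain were chosen only after the results were seen.

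Beside each comparison, other splits of the same libraries were counted. For *pgph-2 o/e* against WT, 1 of 35 splits gave as many genes on NGM (440) and 1 of 35 on glucose (2908), the real one in each. The same held for 1 of 35 splits in the double mutant against *pgph-2 o/e* on NGM, 1 of 35 in the double mutant against *hlh-30* and 1 of 35 in *hlh-30* against WT on NGM. For gene sets called with camera, 3 of 35 splits gave as many as the real 7 sets on NGM, and 5 of 35 as many as the real 5 sets on glucose. The numbers of sets called could therefore arise from a chance split, in contrast to the numbers of genes.

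Depth was tested by thinning every library to 16750042 counts. On NGM, 84.32% of the differentially expressed genes between *pgph-2 o/e* and WT stayed so, and on glucose 96.7%, which argues against depth as their cause.

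A shift along a trend that libraries of one group show among themselves was tested as a hypothesis. Each gene's slope on the mean log2 CPM of the sperm genes was taken from the groups not compared, and its share was removed. On NGM, 77.05% of the genes differentially expressed between *pgph-2 o/e* and WT stayed so. On glucose, 22.94% stayed, so this trend is a candidate explanation for the other genes, while the 667 that stayed argue against it for themselves. Slopes and fold changes correlated with r = -0.70 on glucose, where 100 permuted scores gave -0.68 to 0.66, so it lay just outside the permuted range. In the double mutant against *pgph-2 o/e* on NGM, 47.64% stayed. For the others the trend cannot be told apart from an effect of genotype, since the correlation (-0.61) lay within its permuted range (-0.61 to 0.55). The 1321 genes that stayed argue against it for themselves. Of the 164 genes upregulated in *pgph-2 o/e* and downregulated in the double mutant, 52.44% stayed. In data simulated with such a trend, its removal raised the number of changed genes called from 132 to 192 of 200. False calls rose from 0 to 11. Since the trend alone made none, the simulation cannot show whether removal takes away calls that a trend causes. Whether the trend reflects stage, brood size or preparation was not tested.

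Chance values of the shared *pgph-2 o/e* libraries were tested for the same 164 genes. With different libraries in each comparison, the mean overlap was 87.66% of that with the same libraries, which argues against the sharing as its main cause. On glucose, this share was 69.14%.

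A difference of the WT strain from the 3 other strains was tested in *hlh-30* against WT on glucose, which shares no library with *pgph-2 o/e* against WT on NGM. Of the genes lower in *pgph-2 o/e* on NGM, 65.48% were lower there as well, against 14.15% of other genes (Fisher's exact test, P = 3.08e-51). For genes higher in *pgph-2 o/e*, it was 7.86% against 5.86% (exact test, P = 0.13). A difference of the WT strain, or of its culture, is a candidate explanation for much of the downregulated list but not for the upregulated one as a whole. Of the 164 genes also downregulated in the double mutant, 146 were tested in *hlh-30* against WT on glucose, with 3 upregulated and 100 downregulated. Of the other 96, 83 were tested, with 15 upregulated and 5 downregulated, so for some of these it stays open.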
